# Genome-wide gene expression and RNA half-life measurements allow predictions of regulation and metabolic behavior in *Methanosarcina acetivorans*

**DOI:** 10.1186/s12864-016-3219-8

**Published:** 2016-11-16

**Authors:** Joseph R. Peterson, ShengShee Thor, Lars Kohler, Petra R.A. Kohler, William W. Metcalf, Zaida Luthey-Schulten

**Keywords:** Methanogens, RNA half–lives, Genome scale metabolic modeling, Degradational regulatory control, Differential pathway usage, Metabolic phenotype

## Abstract

**Background:**

While a few studies on the variations in mRNA expression and half-lives measured under different growth conditions have been used to predict patterns of regulation in bacterial organisms, the extent to which this information can also play a role in defining metabolic phenotypes has yet to be examined systematically. Here we present the first comprehensive study for a model methanogen.

**Results:**

We use expression and half-life data for the methanogen *Methanosarcina acetivorans* growing on fast- and slow-growth substrates to examine the regulation of its genes. Unlike *Escherichia coli* where only small shifts in half-lives were observed, we found that most mRNA have significantly longer half-lives for slow growth on acetate compared to fast growth on methanol or trimethylamine. Interestingly, half-life shifts are not uniform across functional classes of enzymes, suggesting the existence of a selective stabilization mechanism for mRNAs. Using the transcriptomics data we determined whether transcription or degradation rate controls the change in transcript abundance. Degradation was found to control abundance for about half of the metabolic genes underscoring its role in regulating metabolism. Genes involved in half of the metabolic reactions were found to be differentially expressed among the substrates suggesting the existence of drastically different metabolic phenotypes that extend beyond just the methanogenesis pathways. By integrating expression data with an updated metabolic model of the organism (*i*ST807) significant differences in pathway flux and production of metabolites were predicted for the three growth substrates.

**Conclusions:**

This study provides the first global picture of differential expression and half-lives for a class II methanogen, as well as provides the first evidence in a single organism that drastic genome-wide shifts in RNA half-lives can be modulated by growth substrate. We determined which genes in each metabolic pathway control the flux and classified them as regulated by transcription (e.g. transcription factor) or degradation (e.g. post-transcriptional modification). We found that more than half of genes in metabolism were controlled by degradation. Our results suggest that *M. acetivorans* employs extensive post-transcriptional regulation to optimize key metabolic steps, and more generally that degradation could play a much greater role in optimizing an organism’s metabolism than previously thought.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-3219-8) contains supplementary material, which is available to authorized users.

## Background

The stability of an RNA molecule, as measured by its half-life, is a critical factor in defining timescales for cellular events. It also sets the correlation time of transient adaptations relative to a cell’s growth rate, when compared to its more long-term “basal” phenotype. For example, rapid, high-fidelity responses to extreme external stimuli are mediated through small RNA (sRNA, siRNA, miRNA, etc.) whose function depends largely on search time and efficiency of stimulated co-degradation, sequestration or stabilization when in complex with the target mRNA [1]. On longer timescales degradation finely tunes abundances of critical RNAs [2], controls slow shifts in RNA levels during adaptation between different growth states [3], and contributes significantly to the noise in the steady-state distribution observed in populations of cells [4]. These observations and those of many other studies demonstrate that post-transcriptional control of RNA dynamics is critical to understanding the cellular state; however, the factors defining stability over an organism’s entire transcriptome have yet to be fully defined. Furthermore, the consequences of changing RNA stability on metabolic state remains unknown.

Significant strides towards understanding the individual factors affecting RNA stability have been made. To date, genome-wide analyses of RNA stability have been reported for many single-celled, model organisms including representatives of the families *Escherichia* [5–9], *Mycobacterium* [10], *Bacillus* [11, 12], *Sulfolobus* [13–15], *Halobacterium* [15], *Methanocaldococcus* [16, 17] and various yeasts [18–21]. However, the majority of species studied were fast-growing bacterial or eukaryotic species, and archaeal species account for only a small fraction of the whole-transcriptome reports. This study aims to extend our knowledge of RNA stability in archaea by characterizing it in *Methanosarcina acetivorans*, a versatile organism capable of growth and methanogenesis using many substrates and therefore of great importance in the global carbon cycle [22, 23]. The organism has also been implicated in a historical mass extinction as the fossil record shows increase in biogenic methane along with an increase in environmental nickel, an important cofactor in the methanogenesis pathways, and the evolution of the acetotrophic (acetate utilization) pathway [24].

Genome-wide RNA stability has been characterized in the first sequenced methanogen *Methanocaldococcus jannaschii* [16, 17]; however, this organism is a class I methanogen only capable of growth wherein electrons derived from hydrogen or formate are used to reduce CO_2_ [25]. More complex class II methanogens [25] such as those in the family *Methanosarcinaceae* are capable of growing on a diverse set of substrates including mono-, di-, and tri-methylated molecules as well as acetate, carbon monoxide, and H _2_/CO_2_; thus, requiring branched methanogenesis pathways and more complex regulation to optimize their growth to a particular environment. They also generally have genome sizes 2–4 times larger than *M. jannaschii*, requiring significantly more regulators, the number of which have been found to scale quadratically in the number of genes [26].

The study of RNA stability in *M. jannaschii* identified noncatalytic cleavage sites about 12–16 nucleotides upstream of the translation start site for about a quarter of genes examined, suggesting 5 ^′^ leader sequences play a role in post-transcriptional regulation of genes [17]. Several studies posited a similar mechanism could exist in class II methanogens. One study of the operon encoding the acetyl-coenzyme-A decarbonylase/synthase complex in *Methanosarcina acetivorans* identified post-transcriptional regulation to be important in acetotrophic and carboxydotrophic methanogenesis and hints at the possibility that altering transcript stability could play a more global genetic role [27]. A very recent study in a distantly related methanogen *Methanolobus psychrophilus* has demonstrated that both transcriptional and post-transcriptional regulation play important roles providing extra stability in this slow growing, cold-adapted organism [28]. Several studies have discovered small RNAs in the related species *M. mazei* [29, 30]; however, their role in regulating transcript half-lives have yet to be established. Whether post-transcriptional regulation is widespread and whether such regulation is mediated by targeted endonucleolytic degradation or small RNA regulation or translational initiation is yet unknown. Therefore, a characterization of RNA stability in class II methanogens will help us to determine what role degradation plays in the larger context of the cell’s economy.

Regulation of gene expression by change in half-life has recently been demonstrated in *L. lactis* and *E. coli* [7–9]. The authors of these papers proposed a method to determine “control coefficients” (which describe whether mRNA abundance is transcriptionally or degradationally controlled) from half-life and expression data. They found that change in growth rate on glucose manifest small shifts in half-lives and that only about ∼10% of genes were degradationally controlled. To determine the extent to which degradation plays a role regulating gene expression in *M. acetivorans* we performed whole-genome analyses of RNA expression and half-lives in two fast growth substrates (methanol and TMA) and one slow growth substrate (acetate) and applied the control theory. We found, in contrast to the studies in *L. lactis* and *E. coli*, significant shifts in half-life with growth rate and that degradation controls gene expression for up to 28% of genes.

This study provides the first global picture of differential expression and half-lives for a class II methanogen, as well as provides the first evidence in a single organism that drastic genome-wide shifts in RNA half-lives can be modulated by growth substrate. Furthermore, we demonstrate how combining half-lives with expression data can be used to predict transcription rates and average mRNA copies per cell which can in turn be used with computational modeling to predict metabolic phenotype. In the process, we updated the most recent genome-scale metabolic model for *M. acetivorans* to include newly characterized reactions. We used expression data to constrain metabolic fluxes to generate several hypotheses about changes in the metabolic state and metabolite production due to carbon source. We created a metabolic map onto which all information generated in the study could be displayed including reaction energies, enzyme commission numbers, metabolic subsystem, cluster of orthologous group categories, differential expression statistics, half-lives, regulation control coefficients and steady-state reaction fluxes. This effectively creates a visual database which can be used to understand regulation and the associated metabolic state.

## Results

### Half-life distributions

We characterized the half-lives genome-wide for cells growing on acetate, methanol (MeOH) and trimethylamine (TMA) in order to identify changes in transcript “stability” under different growth conditions (see Fig. 1, Additional file 1: Table S1 and Figures S1 and S2). Half-lives were extracted from RNA transcriptome profiles measured at six timepoints following transcriptional arrest by the antibiotic actinomycin D as described in the methods. 

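Actinomycin D stops transcription, so the fall of each transcript after its addition gives the rate of its decay. RNA from MeOH cultures was sequenced at 0, 5, 10, 20, 30, 60 and 120 min (21 libraries). RNA from TMA and acetate cultures was sequenced at 0, 20, 30, 60, 120 and 240 min (18 libraries each), with 3 libraries per time point. The paper gives 3 biological replicates for the half-life experiments. The labels number the MeOH and acetate libraries 1, 2 and 3, while all TMA libraries carry the same number. By these labels, p-values for TMA measure only the spread between its libraries, which may be technical. At 100 bases per read, depth was 5.76 to 12.5 M reads per library in MeOH (median 8.18), 16.8 to 51.9 M in TMA (median 25.3) and 16.6 to 28.7 M in acetate (median 21.5). The deposited columns of the time course are named with index and lane. Several MeOH libraries share both with a TMA or an acetate library, so these were not sequenced together in the same run. MeOH and run can therefore not be told apart. Each acetate replicate has a lane of its own. The RNA had been depleted of rRNA by hybridization to biotinylated oligonucleotides, and the rRNA loci took 50.7% to 84.7% of the aligned bases in MeOH, 52.8% to 88.4% in TMA and 18.0% to 55.5% in acetate. The authors mapped the reads to each strand with Rockhopper, computed RPKM values rounded to whole numbers, scaled each time course so that the superoxide dismutase transcript sodB (MA1574) has a half-life of 120 min, and fitted first-order decay to the mean of the replicates. Here the same decay function was refitted to the deposited RPKM values with the same sodB reference, and a gene was kept when the error of its rate was below 0.5 of the rate. The reference adds 0.0125 per min to every rate in MeOH, 0.00747 in TMA and 0.00587 in acetate. A transcript whose RPKM stayed level is thereby given a half-life of 55.6 min in MeOH, 92.8 min in TMA and 118 min in acetate. Differences between substrates were tested gene by gene with limma on the slope of the log2 values over time across all 57 libraries.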

Transcriptome profiles at different timepoints for the same growth substrate were highly correlated (Pearson’s r >0.94, Additional file 1: Figure S3). 

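Pearson's r across all loci between the mean profiles of 2 time points was at least 0.940 in MeOH, 0.971 in TMA and 0.963 in acetate. It exceeded 0.94 in 20 of 21 pairs of time points in MeOH and in all 15 pairs in each of TMA and acetate. Without the rRNA operon loci, which hold most of the aligned bases in the methylotrophic libraries, the lowest r was 0.935, 0.868 and 0.854, and 19 of 21, 10 of 15 and 11 of 15 pairs exceeded 0.94. These correlations are across genes, which are not independent replicates.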

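Libraries of the same substrate and time point were compared by Pearson's r across the RPKM values of all loci. In MeOH r ran from 0.518 to 0.991, in TMA from 0.86 to 0.998 and in acetate from 0.889 to 0.999. The medians were 0.72, 0.988 and 0.984, and 2 of 21, 8 of 18 and 6 of 18 pairs had r of at least 0.99. The rRNA genes weigh heavily in these values. With the rRNA operon loci left out, the lowest r was 0.845 in MeOH, 0.90 in TMA and 0.840 in acetate, and with log2 values it was 0.740, 0.777 and 0.816.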

The three biological replicates at each timepoint showed a minimum correlation coefficient of 0.99. Both of these observations indicate that our experimental procedure is reproducible (see Additional file 1: Figure S3).

**Fig. 1:**
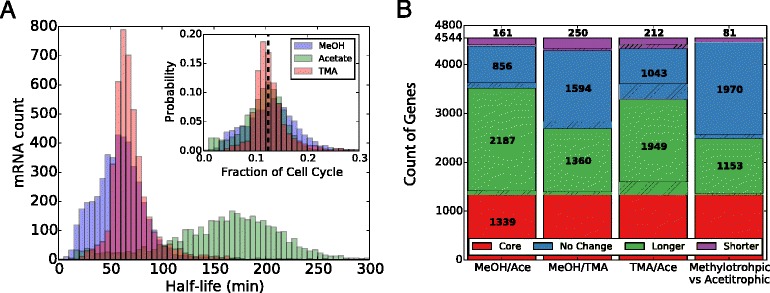
Shift in Half-Life With Growth Substrate. **a**) Genome-wide histograms of RNA half-lives for *M. acetivorans* growing in methanol (*blue*), TMA (*red*), or acetate (*green*) media. The shorter lifetimes in high-energy substrates are apparent when compared to the acetate distribution. The inset shows the distribution of half-lives after they have been scaled by doubling time (7.5hr [43, 95, 96], 8.9hr [43] and 24.6hr [43, 95, 97] for growth in MeOH, TMA and Acetate, respectively), demonstrating that the average transcript half-life is a constant fraction of the cell cycle, or about 12.7% ±3.5% the doubling time (*dashed line*). See Additional file 1: Figure S4 for a larger version of the inset. **b**) A breakdown of changes in half-life by pairwise comparison of growth conditions. Unregulated genes that show no statistically significant (t-test, *p*>0.01) shift in half-life under any of the conditions (1339 total; *red bar*) and those marked as “No Change” (*blue bar*) do not show significant changes when comparing the indicated conditions. Genes that are stabilized or destabilized when comparing the second condition to the first condition are labelled as “*longer*” (*green*) and “*shorter*” (*purple*), respectively. Hatched regions indicate the fraction of genes that are differentially expressed in addition to having different half-lives. As discussed more thoroughly in the text, almost half of the stabilized and destabilized genes are common when comparing methylotrophic conditions to acetotrophic growth, suggesting there is a similar stabilization mechanism based on either growth rate or substrate

Expression profiles were averaged at each timepoint and the time series normalized such that the most stable, core gene *sodB* (*MA1574*) [13] had a half-life of ∼2 hours. After normalization, most genes had positive half-lives. After fitting the degradation profile to a first-order decay function, 4486, 4487 and 3667 genes in methanol, TMA and acetate grown cultures were found to have positive half-lives with residual error in the fit below 50% of the value of the decay rate (i.e. coefficient of variation, CV <50%). 

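The transcript of cdhC (MA3862), a subunit of the CO dehydrogenase/acetyl-CoA synthase (CODH/ACS) that splits acetyl-CoA in acetate-grown cells, had a half-life of 45.3 ± 16.0 min in MeOH, 34.1 ± 5.26 min in TMA and 48.6 ± 10.8 min in acetate (error of the fit). That of fpoN (MA1506), a subunit of the F420H2 dehydrogenase that feeds electrons into the membrane chain, had 31.4 ± 3.81 min in MeOH, 24.3 ± 5.28 min in TMA and 179.5 ± 72.6 min in acetate. On slopes, the 16 genes of this dehydrogenase had median rate differences of -0.055 per hour for TMA minus acetate and 0.381 for MeOH minus TMA. Both run opposite to the half-lives, while 0.321 for MeOH minus acetate runs the same way. A positive rate was fitted to 4580 genes in MeOH, 4566 in TMA and 4597 in acetate. The error of the rate was below 0.5 of the rate for 2276, 4154 and 4103 of these. Across genes, the half-lives correlated with those in the authors' deposited table with r = 0.405 in MeOH, 0.754 in TMA and 0.788 in acetate.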

Genes with negative half-life or large fitting residual were omitted in subsequent analyses. 

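The mean half-life over the fitted genes was 64.1 ± 16.0 min in MeOH, 75.4 ± 20.4 min in TMA and 145 ± 37.8 min in acetate (SD across genes). The methanol-specific methyltransferases, which take the methyl group from methanol, had a median half-life of 35.8 min in MeOH, 103 min in TMA and 135 min in acetate. The methylamine methyltransferases had medians of 56.9, 30.0 and 190.2 min, over only 2 fitted genes in MeOH, 11 in TMA and 8 in acetate. On slopes, their median rate in MeOH minus that in acetate was only 0.012 per hour (camera adjusted p = 6.10e-08, adjusted p = 0.0704 with an estimated correlation). For the methanol list the rate in TMA minus that in acetate was -0.188 per hour, opposite to the half-lives (camera adjusted p = 2.37e-04, adjusted p = 0.305 with an estimated correlation). Transposase transcripts had 66.1, 82.2 and 156 min, close to the medians of all genes, 64.2, 75.8 and 153.5 min. Over 60 resamplings of the libraries the 3 means had SDs of 7.12, 7.84 and 16.3 min. Acetate exceeded MeOH by 81.0 min (95% interval 44.3 to 107) and TMA by 69.7 min (26.6 to 95.2), while TMA exceeded MeOH by 11.3 min (-10.9 to 34.6), an interval that includes 0. Without the sodB reference the means were 176, 242 and 358 min, and 83.9% of the genes in MeOH, 6.23% in TMA and 64.8% in acetate then had a negative rate.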

High-energy yield substrates methanol and TMA had similar average half-life—59 ± 25 min and 72 ± 29 min, respectively—while the lower-energy yield substrate acetate showed a significantly longer average half-life of 159 ± 59 min (standard deviation, *n*=3). Probability distributions of the half-lives for each growth substrate where highly statistically different (*p*<1.6×10^−133^, Mann-Whitney test) demonstrating that each substrate has unique degradation characteristics. 

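Of the genes with a half-life on both substrates, 1925 of 2082 (92.5%) had the longer one in acetate when set against MeOH, and 3560 of 3790 (93.9%) when set against TMA. For TMA against MeOH, 1373 of 2128 genes (64.5%) had the longer one in TMA. The median ratio of half-lives was 2.19 for acetate over MeOH, 2.00 for acetate over TMA and 1.09 for TMA over MeOH. These shares are across genes, which are not independent replicates.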

Histograms of the RNA half-lives for the three substrates are shown in Fig. 1 a where the significant shift towards longer half-lives for growth in acetate is apparent; however, a sizable portion of the half-lives remain relatively unchanged as evidenced by the flat profile between 0 and 100 min.

In Fig. 1 b shifts in half-lives for individual transcripts comparing growth conditions and comparing methanogenesis type (methylotrophic vs. acetotrophic) are shown. A “core” set of 1339 genes showed no statistical change among any of the three conditions (t-test, *p*>0.01) which means that ∼25% of the genome is not differentially degraded; however, most other genes show some shift in half-life when comparing growth substrates. 

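Decay slopes were compared with the spread between libraries as the error. The sodB slope of each substrate was taken off every gene as if known, so its error enters no p-value. Before scaling, the sodB rate in TMA minus that in acetate was -0.1663 per hour (SE 0.0973). For MeOH minus acetate it was -0.1611 (SE 0.149). The calls against acetate share this error. Of 4609 genes, 2542 (55.2%) had p above 0.01 in each of the 3 comparisons from limma, and 2267 had an adjusted p of 0.05 or more in each. At an adjusted p under 0.05, 2340 genes decayed faster in TMA than in acetate and 0 slower. Inorganic ion transport (COG class P) gave 203 of these from 282 genes, energy production (C) 96 from 274 and translation (J) 52 from 251. Of 32 nitrogenase genes, which fix dinitrogen, 16 decayed faster in TMA (16 when adjusted over the list alone), and of 64 ribosomal protein genes 3 did (2 when adjusted over the list alone). Between MeOH and acetate 5 genes passed, all faster in MeOH. This test takes the libraries of a time course as independent, though they were withdrawn from the same cultures, and with the fit of MeOH and acetate alone 21 passed, 78 with the replicate number and 170 with the culture as a block. Of genes with a different decay rate, methanol vs TMA, limma called 0, with 527 at an unadjusted p under 0.05, and a t-test on the half-lives of the authors' deposited table called 1403. On the time points that both substrates share, limma called 1760. Without acetate replicate 2 the count of genes with a different decay rate, TMA vs acetate, fell to 3 and the set without a shift grew to 4151, and without acetate replicate 1 the count was 1055. The 5 genes with a different decay rate, methanol vs acetate, became 0 without methanol replicate 3, acetate replicate 1 or acetate replicate 2, 551 without methanol replicate 1 and 763 without acetate replicate 3. Between the methylated substrates the 0 became 61 without methanol replicate 3. Without the sodB reference 0, 0 and 0 genes passed.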

The observation that not all genes show similar shifts in half-life suggests the organism might employ a mechanism to selectively stabilize/destabilize certain mRNAs. 

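At p of 0.01 or less from limma, 126 genes decayed more slowly in acetate than in both MeOH and TMA. With adjusted p-values under 0.05 the number was 3. MA0160, a tRNA-modifying wyosine synthetase, had decay rates of 0.83 per hour (SE 0.06) in MeOH, 0.74 (SE 0.03) in TMA and 0.52 (SE 0.03) in acetate. The gene pan (MA4123), a regulatory subunit of the proteasome, had rates of 0.90 (SE 0.07), 0.75 (SE 0.04) and 0.55 (SE 0.04) per hour. For acetate against MeOH the adjusted p from limma was 0.0185 for MA0160 and 0.0267 for MA4123. The number of 126 rests on single culture series, which in acetate are also single lanes. It was 594 without methanol replicate 1 and 751 without acetate replicate 3, and 8, 19 and 3 without methanol replicate 3, acetate replicate 1 and acetate replicate 2.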

More than 10 times as many genes were destabilized during methylotrophic growth than were stabilized, with a total of 1153 having longer half-lives in acetate than in methanol and TMA.

To further understand the shift in half-lives seen in Fig. 1 b, genes were binned by clusters of orthologous groups (COGs, the 2014 revision [31]; arCOGs, the 2015 revision [32]). After computing statistics for the distribution of half-lives in each bin we found that the means many COG classes were significantly shifted between growth substrates (Fig. 2 and Additional file 1: Figure S5). About 11 classes of genes had significantly longer mean half-life when growing on acetate than methylotrophic conditions including RNA processing (A), carbohydrate transport and metabolism (G), lipid transport and metabolism (I), cell wall biogenesis (M), cell motility (N), inorganic ion metabolism (P), secondary metabolite metabolism (Q), intracellular trafficking and secretion (U), defence mechanisms (V), extracellular structures (W) and the mobilome (X). Additionally, three classes had significantly shorter half-lives including energy production and conversion (C), amino acid transport and metabolism (E), and translation, ribosome structure and biogenesis (J). It is interesting to note that the three classes that have shorter half-lives in acetate (slow growth) all play major roles in cell growth. 

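Classes of genes were compared by the median half-life of their members. Carbohydrate metabolism (G) had medians of 66.9 min in MeOH, 74.2 min in TMA and 160.2 min in acetate, cell wall biogenesis (M) 66.7, 77.4 and 159.5 min, and cell motility (N) 69.7, 75.6 and 159 min. Inorganic ion metabolism (P) had 70.3, 73.7 and 168 min, defence mechanisms (V) 66.9, 76.7 and 159.5 min, and extracellular structures (W) 67.1, 76.7 and 159.9 min. Lipid metabolism (I), secondary metabolites (Q) and trafficking (U) had 153 to 157 min in acetate. RNA processing (A) has at most 2 fitted genes on a substrate, with 141.8 min in acetate, and was not tested. Relative to the other genes, the ratio of acetate to MeOH half-lives was higher in P (median log2 ratio 1.25, adjusted p = 0.022) and V (1.29, adjusted p = 0.0131) by the Mann-Whitney test across genes. That test takes genes as independent replicates, which they are not, so its p-values only describe these libraries. On decay slopes, camera from limma with a preset correlation of 0.01 called 3 classes between MeOH and acetate: replication and repair (L, adjusted p = 0.0137), P (adjusted p = 0.0354) and the mobilome (X, adjusted p = 4.42e-06). Relative to other genes, L and X decayed faster in MeOH. P had a median rate difference of 0.096 per hour against 0.1497 for all genes, opposite to its half-life ratio. With an estimated correlation none of the 3 classes passed (adjusted p = 0.849).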

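Translation (J) had median half-lives of 57.2 min in MeOH, 69.9 min in TMA and 130.0 min in acetate, below the medians of all genes on each substrate. Energy production (C) had 62.2, 66.7 and 149 min, and amino acid metabolism (E) 63.6, 71.8 and 153 min. The gain from MeOH to acetate was smaller in J than in the other genes, with a median log2 ratio of 0.98 (adjusted p = 2.69e-04, Mann-Whitney test across genes, which are not independent replicates). From TMA to acetate it was smaller in J (0.83, adjusted p = 7.64e-09) and larger in E (1.12, adjusted p = 3.30e-04) than in the other genes. On the slopes, camera gave an adjusted p of 1.12e-13 for J and 7.89e-04 for C between TMA and acetate, where both differed less than other genes (median rate differences of -0.013 and 0.06 per hour against 0.17 for all genes). With an estimated correlation the adjusted p was 0.455 for both.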

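The median half-life of chromatin genes (B) in MeOH and TMA was 55.9 and 68.5 min over 3 genes, that of lipid metabolism (I) 69.4 and 77.2 min, that of transcription (K) 65.1 and 78.7 min and that of RNA processing (A) 68.4 and 70.4 min over 1 and 2 genes. By the Mann-Whitney test across genes, which are not independent replicates, C had a lower ratio of TMA to MeOH than other genes (median log2 ratio -0.05, adjusted p = 8.28e-11), while J (0.23, adjusted p = 2.56e-05) and the mobilome X (0.39, adjusted p = 8.75e-04) had a higher one. On slopes, camera called 7 classes, with C, F, J and K faster in MeOH and N, P and V slower in MeOH relative to all genes, the smallest adjusted p being 1.44e-09 for J and 3.02e-07 for P. For C the direction on slopes is opposite to that of the half-lives. With an estimated correlation the adjusted p of each was 0.699.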

Comparing MeOH and TMA growth most classes showed minor shifts except those involved in RNA processing (A), chromatin structure (B), energy production (C), lipid transport (I), replication (K) and extracellular structures (W). The selective stabilization by functional class indicates that *M. acetivorans* uses degradation to prioritize certain functions on different growth substrates.

**Fig. 2:**
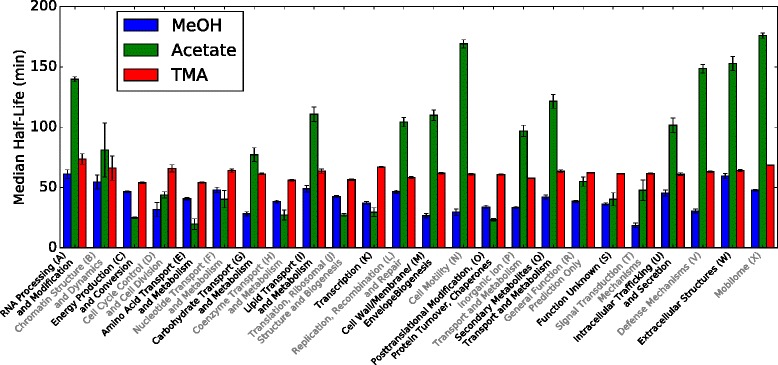
Half-Life Shift by Functional Class. The median half-lives for the 23 COG classes demonstrate different behaviors for low- and high-energy substrates. The shift in RNA half-lives between substrates are not uniform across functional classes, suggesting there exists a mechanism to selectively stabilize/destabilize the transcripts. See Additional file 1: Figure S5 for details about the median and quartiles. Uncertainties were calculated as the weighted standard deviation and are shown as error bars

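Taking p of 0.01 or less from limma in both comparisons, 0 genes decayed faster in acetate than in both MeOH and TMA. At an unadjusted p under 0.05 the tests of all genes gave 669 between MeOH and acetate and 2583 between TMA and acetate. A t-test on the half-lives of the authors' deposited table gave 73 genes with a shorter half-life in acetate and 1382 with a longer one. The A1AO ATP synthase, which makes ATP from the ion gradient, had a lower median half-life in acetate than in MeOH and TMA, 23.3 min against 41.5 and 34.2 min over its 9 genes. On slopes the median rate in TMA minus that in acetate was -0.36 per hour, but that in MeOH minus that in acetate was 0.19 per hour, the opposite direction (camera adjusted p = 1.88e-07 and 0.182, and adjusted p = 0.305 and 0.966 with an estimated correlation).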

Only 81 transcripts were stabilized in both methylotrophic conditions compared to acetotrophic growth (see Fig. 1 b). 

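Ribosomal protein transcripts had median half-lives of 47.0 min in MeOH (57 genes), 59.1 min in TMA (58 genes) and 56.2 min in acetate (64 genes). Methyl-coenzyme M reductase (mcr), which releases methane, had 60.9, 37.4 and 48.0 min, and the methyltransferase Mtr 37.1, 25.5 and 43.7 min. CODH/ACS (cdh) had 51.8, 39.3 and 49.9 min, and the Mrp antiporter, which exchanges sodium for protons, 74.9, 69.6 and 90.2 min. The heterodisulfide reductase genes hdrABC had 55.9, 60.0 and 84.7 min and hdrDE 74.9, 83.3 and 102.1 min. On slopes, mcr, Mtr and CODH/ACS pointed the other way between MeOH and TMA, with median rates 0.452, 0.575 and 0.281 per hour higher in MeOH (camera adjusted p = 0.0351, 8.96e-04 and 0.00376, adjusted p = 0.527 with an estimated correlation for each). These also ran against the half-lives between TMA and acetate, at -0.19, -0.17 and -0.094 per hour (camera adjusted p = 0.00329, 5.69e-05 and 2.59e-06, adjusted p = 0.305 with an estimated correlation for each), as did hdrDE at -0.12 (camera adjusted p = 0.344). For MeOH minus acetate mcr and CODH/ACS had 0.262 and 0.165 per hour (camera adjusted p = 0.677 and 0.157), again opposite to the half-lives. Relative to all genes, the decay rate in TMA minus that in acetate was lower by a median of -0.399 per hour in the ribosomal protein genes (camera adjusted p = 8.31e-25, adjusted p = 0.305 with an estimated correlation). For MeOH minus TMA it was higher by 0.524 per hour (camera adjusted p = 1.76e-12, adjusted p = 0.527 with an estimated correlation).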

Using gene set enrichment analysis (GSEA) it was found that translation (ribosomal proteins and initiation factors) and methanogenesis (*mcr*, *cdh*, *mrp*, *hdr*) genes were highly enriched in the transcripts that were particularly stabilized during methylotrophic growth (*p*<4.9×10^−5^,*p*<2.8×10^−2^, respectively; computed via PANTHER [33]). In general, correlation of half-lives between any two growth conditions was low (|*r*|<0.15); however, half-lives for genes that were stabilized or destabilized when during methylotrophic growth had a significantly higher correlation (*r*=0.43,*p*<4×10^−53^, t-test). This observation might indicate similar stability control for growth in methanol and TMA. 

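Across genes, half-lives in MeOH and acetate had Pearson's r of 0.349 (Spearman's rho 0.382, 2082 genes), those in MeOH and TMA 0.547 (rho 0.545, 2128 genes) and those in TMA and acetate 0.246 (rho 0.202, 3790 genes). The direction of these correlations depends on the fit. In the authors' deposited table r was -0.176, 0.335 and -0.16, and with a line fitted to log values MeOH and TMA gave -0.182 and TMA and acetate -0.163. A t-test on the half-lives of the authors' deposited table calls 1455 genes shifted in acetate against both others. Over the 777 of these that were fitted here in MeOH and TMA, r was 0.581 (SD 0.136 over resamplings of the libraries), and over the 1455 in the authors' deposited table it was 0.283. Genes are not independent replicates, so no p-value is given.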

GSEA also indicated that transcripts involved with aromatic amino acid synthesis were especially stabilized, encoding growth rate controlled genes in Trp, His, Asp and Phe biosynthesis pathways (*p*<1.4×10^−2^; PANTHER).

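The 8 transcripts of tryptophan synthesis had a median half-life of 11.1 min in TMA and 113 min in acetate, and only 2 of them had a fitted half-life in MeOH (median 56.4 min). The tryptophan synthase gene trpB (MA2991) had 10.7 ± 1.55 min in TMA and 106 ± 14.3 min in acetate (error of the fit). Histidine genes had medians of 60.9, 70.9 and 152.8 min in MeOH, TMA and acetate, with hisG (MA0217), the first enzyme of the pathway, at 58.4 ± 9.14, 87.5 ± 12.1 and 152.8 ± 55.1 min. The genes of the common aromatic precursors had 63.1, 71.1 and 128.9 min. On slopes neither list showed this gap between TMA and acetate, with median rate differences of 0.02 per hour for histidine and -0.067 for the aromatic precursors, the latter opposite to the half-lives (camera adjusted p = 0.00435 and 0.0074, adjusted p = 0.403 and 0.392 with an estimated correlation). Relative to all genes, the tryptophan transcripts decayed faster in MeOH than in acetate by a median of 0.73 per hour (camera adjusted p = 8.37e-07, adjusted p = 0.515 with an estimated correlation), and 1 of 8 passed limma's test (7 when adjusted over the list alone). Their slopes did not show the gap between TMA and acetate, with a median rate difference of 0.195 per hour (camera adjusted p = 0.224), and the rate in MeOH minus that in TMA was 0.659 per hour (camera adjusted p = 2.02e-05, adjusted p = 0.527 with an estimated correlation).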

We found that half-lives did not correlate significantly with RNA Gibbs energy of folding of the ORF as computed using state-of-the-art RNA folding software (*r*=0.018,*p*=0.23 by t-test, for both Andronescu2007 and Turner2004 parameters; data not shown). This confirms previous reports which found no correlation of the folding energy to RNA half-life [5, 11]. 

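Pearson's r across genes between half-life and gene length was -0.029 in MeOH (2074 genes), -0.105 in TMA (3664 genes) and 0.115 in acetate (3628 genes). For the ratio of half-lives it was 0.149 between MeOH and acetate, -0.141 between MeOH and TMA and 0.171 between TMA and acetate. With the half-lives of the authors' deposited table r was -0.057, -0.109 and 0.097. Lengths came from the RefSeq annotation.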

RNA stability was also not correlated with gene length (|*r*|<0.09; data not shown). Similarly, changes in RNA stability between growth conditions were not correlated to RNA folding energy or gene length, suggesting different attributes determine stability; perhaps the number of internal cleavage sites, 5 ^′^ or 3 ^′^ untranslated regions, susceptibility to different RNases or regulation by sRNAs.

### Differentially expressed genes

The regulation of gene expression may be a functional role for the selective stabilization of mRNA transcripts. To confirm this hypothesis, we needed to determine which genes were regulated. 

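Expression was compared between the cultures before transcriptional arrest, with 3 libraries each of MeOH, TMA and acetate at 0 min, and 2 libraries each of additional MeOH and TMA cultures. At 0 min depth was 6.44 to 12.5 M reads in MeOH (median 7.98), 16.8 to 28.9 M in TMA (median 22.9) and 16.6 to 19.8 M in acetate (median 19.0). The additional libraries had 4.26 to 6.84 M reads in MeOH and 78.0 to 81.0 M in TMA. The 2 additional TMA libraries differed by little more than the sampling noise (chi-square per degree of freedom 1.37, against 12.1 to 757 in 58 other pairs) and were counted as 1 sample. The paper's comparison also used 3 MeOH libraries from another study, which are not analysed here. The authors' deposited raw values are sums of aligned bases per gene, about 100 for each read, and so are not read counts. They were scaled by TMM here and tested with limma as log2(bases + 100), which understates the change of low genes. All 4609 genes reached 1000 scaled bases in at least 3 libraries. The time course and the additional cultures were kept as separate groups, and fold changes are between the 0 min libraries. The TMA libraries at 0 min have no replicate numbers of their own and go by their labels LK25, LK31 and LK37. Lists of genes were fixed before the data were examined and tested with camera, a part of limma that sets the genes of a list against all others. They were drawn in part from the paper's text, which reports results from these same data. Tests of these lists are therefore not independent of the paper's findings.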

A comparison of gene expression for cultures growing exponentially in the three media was performed. Three methods [34–36], each employing different underlying assumptions about gene expression, were used to predict statistically differentially expressed genes (DEG). Because each method gave diverse results, we took the common set of DEG—hereafter referred to as the “consensus set”—to be a conservative estimate of the DEG (see Additional file 1: Figure S7). 

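The authors called genes with DESeq2, edgeR and PoissonSeq. The authors' deposited consensus set holds 201 genes between MeOH and acetate, of which 118 are higher in MeOH. It holds 211 between MeOH and TMA, of which 56 are higher in MeOH, and 645 between TMA and acetate, of which 570 are higher in TMA. Of these, 149, 17 and 608 also passed limma's test here at an adjusted p under 0.05, where independent lists would share 31.4, 0.961 and 136 genes. The fold change had the same sign as in the authors' deposited table for 201, 208 and 643 of the genes, and across genes the fold changes correlated with r = 0.988, 0.965 and 0.955. Both sets of calls come largely from the same libraries, so these values compare methods and are not independent support. The tables of the single tools hold 890, 1008 and 1136 genes for edgeR of the authors, 376, 258 and 757 for the authors' DESeq2 and 341, 2596 and 646 for PoissonSeq, in the same order of comparisons.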

Our observed fold change in RNA expression between acetate, MeOH and TMA are in good agreement with the previous, but limited, qRT-PCR and microarray studies that have been published [37] with a Pearson correlation coefficient, r, of 0.82 (*p*<3×10^−9^; Additional file 1: Figure S6A). We also found that, while absolute protein count was very weakly correlated to RNA expression (*r*=0.12,*p*>0.1), fold change in protein levels [38–43] were highly correlated to change in RNA expression (*r*=0.63,*p*<2.2×10^−11^; Additional file 1: Figure S6B).

Counts of differentially expressed genes can be found in Table 1. 

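Between MeOH and acetate 519 genes were higher and 201 lower in MeOH at an adjusted p under 0.05 from limma. Between TMA and acetate 752 were higher and 216 lower in TMA, and between MeOH and TMA 7 were higher and 14 lower in MeOH. MA4194, a MinD-family ATPase, was higher than in acetate on both methylated substrates, with log2 fold changes of 5.34 in MeOH (SE 0.36, adjusted p = 1.33e-05 from limma) and 4.86 in TMA (adjusted p = 6.95e-06). The genes with the largest falls in MeOH lie side by side from MA3494 to MA3503. They include the N-methylhydantoinase gene hyuA (MA3498; log2 fold change -6.42, SE 1.27), MA3496, an arginine decarboxylase (-6.13), and MA3500, a RelE toxin (-5.23). This locus had close to no aligned bases in MeOH replicates 1 and 2 and in TMA, but was covered in the additional MeOH and TMA cultures, and its genes did not pass once all libraries were pooled. Their fitted changes depend on the 100 bases added to each value and are no measure of size. All 3 libraries of one substrate lay above those of the other for 38.0% of genes between MeOH and acetate, 11.8% between MeOH and TMA and 45.7% between TMA and acetate, where chance gives 10.0%. The median log2 fold change of all genes was -0.03, 0.01 and -0.10. Scaling by the upper quartile moved it to -0.25, 0.09 and -0.40 and gave 476 higher and 503 lower, 10 and 18, and 661 and 1165 genes. Between MeOH and acetate the total of 720 fell to 406 without methanol replicate 2, 386 without methanol replicate 3, 306 without acetate replicate 1 and 273 without acetate replicate 3. Between TMA and acetate the total of 968 fell to 506 and 505 without acetate replicates 1 and 3, to 640 without LK31 and to 499 without LK37, and between MeOH and TMA the total of 21 was 44 without LK25.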

The consensus set consisted of 201 ±50 DEG comparing methanol and acetate (MA), 645 ±162 DEG comparing TMA and acetate (TA) and 211 ±62 DEG comparing methanol and TMA (MT) members with a p-value < 0.01 (see Additional file 1: Figure S7 for overlap between methods). The uncertainty in number of differentially expressed genes due to limited replicates was estimated to be 24–30% using a bootstrapping procedure (see Additional file 1: Section “**Uncertainty in Differentially Expressed Genes**” and Figure S2). Genes involved in energy metabolism (C), translation (J), coenzyme metabolism (H), and amino acid metabolism (E) are most drastically effected, though all COG classes have at least one representative gene (Fig. 3 a). 

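Translation (J) and nucleotide metabolism (F) were the classes most shifted towards methylotrophic growth. In J, 108 of 251 genes were higher in MeOH than in acetate and 1 was lower (136 and 5 when adjusted over the list alone), and 141 were higher in TMA and 1 lower (159 and 7 when adjusted over the list alone). In F, 26 of 83 were higher in MeOH and 39 in TMA than in acetate. In energy production (C), 50 of 274 genes were higher and 20 lower in MeOH, and 68 higher and 18 lower in TMA. In coenzyme metabolism (H), 48 of 286 were higher and 10 lower in MeOH, and 72 higher and 5 lower in TMA. In amino acid metabolism (E), 49 of 260 were higher and 17 lower in MeOH, and 78 higher and 17 lower in TMA. Inorganic ion metabolism (P) went the other way, with 27 of 282 genes lower and 9 higher in MeOH. Against all other genes, camera with a preset correlation of 0.01 gave an adjusted p of 1.92e-17 for J, 1.08e-05 for F and 4.23e-05 for P between MeOH and acetate. Between TMA and acetate it gave 3.03e-20 for J, 1.33e-07 for F, 0.0332 for C, 0.0248 for H and 0.0459 for E. In the comparison of MeOH with TMA, where 3 genes of C were higher and 3 lower in MeOH and 0 genes of J passed (2 higher and 18 lower at an unadjusted p under 0.05), C and J were lower in MeOH as groups (adjusted p = 5.07e-04 and 5.80e-04). With an estimated correlation none of these calls held, and the adjusted p for J was 0.504 between TMA and acetate.

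**Figure D1:**
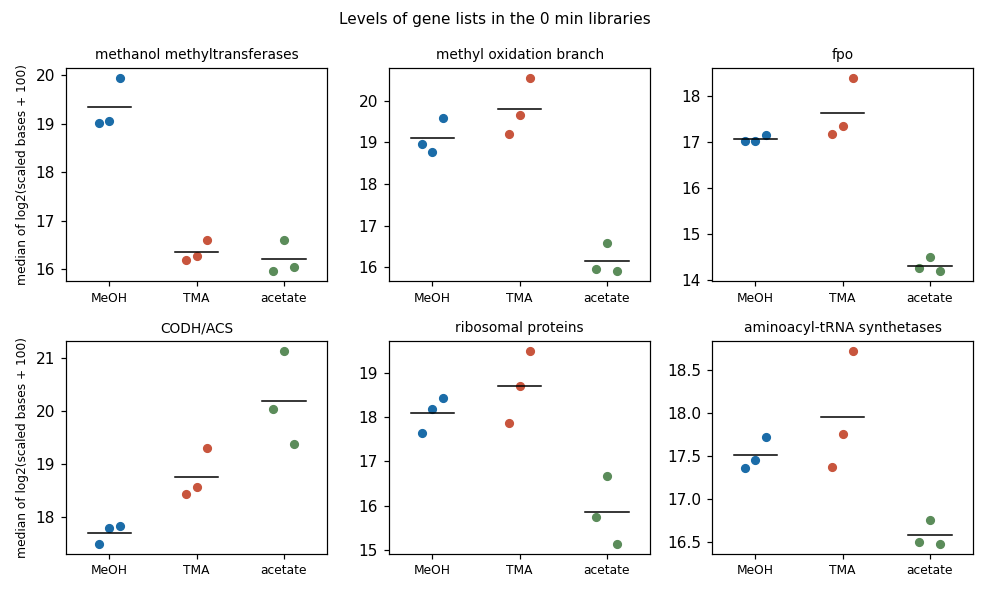
Median over a gene list of log2(TMM-scaled aligned bases + 100) in each 0 min library, by growth substrate, for 6 gene lists. Each point is 1 library, the line is the mean of the 3 libraries of a substrate, and the vertical scale differs between panels. CODH/ACS is highest in acetate and the other lists lie above acetate in all 3 MeOH libraries.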

We also computed differential expression for gene operons. To do so, we combined reads over gene operons (as predicted by four different methods [44–47]) and applied the same methods as for genes. We found that the consensus set DEG computed by operons largely reflected those computed by individual genes and that about 80% of genes were called as differentially expressed (see Table 1).

**Fig. 3:**
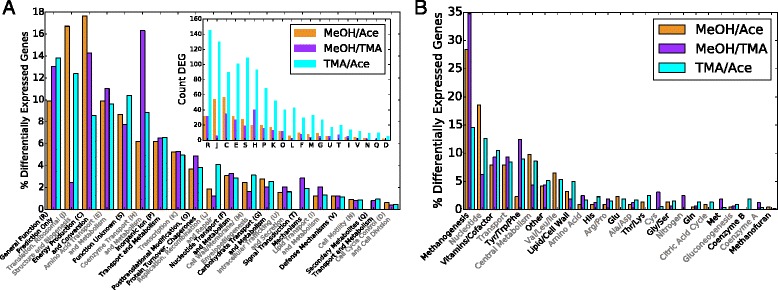
Breakdown of Differentially Expressed Genes. Breakdown of differentially expressed genes (DEG) comparing MeOH/Acetate (*orange*), MeOH/TMA (*purple*) and TMA/Acetate (*cyan*) by (**a**) COG class and (**b**) metabolic subsystem (metabolic genes include those that are associated with reactions in the metabolic model *i*ST807). The outliers in (**a**) include coenzyme/vitamin metabolism (H) and translation and ribosome biogenesis (J) when comparing MeOH and TMA. The inset in a shows the count of DEG in each category. The inset in (**a**) shows the count of DEG in each category. Genes with a *p-value* ≤ 0.01 were considered to be differentially expressed

**Table 1:** Count of genes that are differentially expressed when comparing growth substrates predicted by several methods

Genes					
Comparison	edgeR	DESeq2	PoissonSeq	Consensus^b^	
MeOH vs Acetate	621	341	400	201 (126^d^)	
MeOH vs TMA	2839	258	2348	211 (112^d^)	
TMA vs Acetate	2762	757	1955	645 (335^d^)	
Methylotrophic vs	511	179	301	100	
Acetotrophic					
Operons^a^					
Comparison	DOOR2	Microbes Online	ProOpDB	Rockhopper	Consensus^c^
MeOH vs Acetate	205 (144)	183 (110)	189 (129)	207 (151)	157
MeOH vs TMA	202 (148)	198 (117)	211 (143)	212 (158)	163
TMA vs Acetate	662 (450)	701 (343)	667 (406)	655 (469)	571
Methylotrophic vs	112 (75)	97 (53)	91 (56)	112 (79)	76
Acetotrophic					

^a^Intersection of the sets of differentially expressed genes predicted by the three methods. ^b^Count of differentially expressed genes that are associated with reactions in the metabolic model. ^c^The differential expression procedure applied to reads summed over putative operons of a specific dataset, where the number reported is total genes called as differentially expressed, while the number in parenthesis is the total number of operons called as differentially expressed. ^d^Intersection of the sets of differentially expressed genes predicted to be in differentially expressed operons (because operon structures were not conserved across the methods)

Differentially expressed genes were largely associated with metabolic reactions. 

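Of the 807 genes of the metabolic model, 244 differed between MeOH and acetate, 15 between MeOH and TMA and 353 between TMA and acetate at an adjusted p under 0.05 from limma. They make up 33.9%, 71.4% and 36.5% of the called genes, while model genes are 17.5% of the genes tested. The genes called between MeOH and TMA include the corrinoid protein genes mtaC1 (MA0456) and mtbC (MA0527) and the methyltransferase gene mtmB1 (MA0144), which take up the substrate. In the authors' deposited table of consensus genes 89, 82 and 246 are in the model, or 44.3%, 38.9% and 38.1%. Without acetate replicate 3 the 244 fell to 117, and without acetate replicate 1 to 127, methanol replicate 2 to 161 and methanol replicate 3 to 151.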

Of the 201, 211 and 645 differentially expressed genes identified, about half were associated with reactions in our genome-scale metabolic models for *M. acetivorans* [48, 49] (affecting 149, 110, 359 total reactions, respectively). Genes associated with energy metabolism account for only 8–18% of all DEG depending on compared substrates (Fig. 3 a), demonstrating that carbon source plays a larger role in defining metabolic state than merely by changing expression of methanogenesis genes (Fig. 3 b). 

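Among the enzymes that carry methyl groups to CO2, the methyl oxidation branch of 4 genes was higher in MeOH than in acetate. Methylene-H4SPT dehydrogenase mtd (MA4430) had a log2 fold change of 3.87 (SE 0.41, adjusted p = 2.44e-04 from limma), methylene-H4SPT reductase mer (MA3733) 3.80 (SE 0.47, adjusted p = 5.17e-04) and the formyltransferase ftr (MA0010) 2.20 (SE 0.49, adjusted p = 0.0128), and all 4 genes of this branch passed (3 without acetate replicate 1 or 3). All 4 were also higher in TMA than in acetate, by a median of 12.9-fold (SD 6.67 over 3 libraries), and by 7.99-fold (SD 2.48) in MeOH. Of 23 formylmethanofuran dehydrogenase genes 8 were higher in MeOH (9 higher and 1 lower when adjusted over the list alone), among them fwdC (MA0832; 3.14, SE 0.31). In TMA 14 of them were higher and 2 lower. Of 16 genes of the F420H2 dehydrogenase Fpo 14 were higher in MeOH (15 when adjusted over the list alone) and 15 in TMA, with medians 4.70-fold (SD 0.367) and 6.91-fold (SD 5.34) above acetate. CODH/ACS was lower, with 11 of 13 genes in MeOH (13 when adjusted over the list alone) and 8 in TMA (9 when adjusted over the list alone). Its median was 5.21-fold (SD 3.98) higher in acetate than in MeOH, and cdhA (MA3860) had a log2 fold change of -3.78 in MeOH (SE 0.46, adjusted p = 4.72e-04). Acetate kinase ack (MA3606; -2.30, SE 0.55, adjusted p = 0.0172) and phosphotransacetylase pta (MA3607; -1.86, SE 0.57, adjusted p = 0.0459), which activate acetate, were lower in MeOH. The call of ack was lost without methanol replicate 1 (-2.04) or 2 (-2.30), and that of pta (MA3607 expression, methanol vs acetate) without methanol replicates 1 or 2 or any acetate replicate (-1.29 to -2.25). Camera gave an adjusted p of 1.48e-12 for Fpo, 1.01e-10 for CODH/ACS and 1.23e-04 for the methyl oxidation branch between MeOH and acetate, each with adjusted p = 0.399 with an estimated correlation. Of the 8 Mtr genes, 5 methyl-coenzyme M reductase genes, 9 ATP synthase genes and 8 Rnf genes, 0 passed limma's test between MeOH and acetate, with 0, 0, 0 and 2 at an unadjusted p under 0.05. In TMA over acetate 0 of the 5 methyl-coenzyme M reductase genes passed, and 5 when adjusted over the list alone.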

Nucleotide, cofactor, aromatic amino-acid biosynthesis and transport metabolic pathways were also regulated extensively, each accounting for between 5 and 15% to total regulated genes (Fig. 3 b). 

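Of the genes called by limma, those of translation (J) made up 15.1% between MeOH and acetate, 0% between MeOH and TMA and 14.7% between TMA and acetate. Of 22 aminoacyl-tRNA synthetase genes, which charge tRNAs, 10 were higher in MeOH than in acetate (19 when adjusted over the list alone) and 19 in TMA (21 when adjusted over the list alone). Threonyl-tRNA synthetase thrS (MA2896) had log2 fold changes of 1.66 in MeOH (SE 0.32, adjusted p = 0.00583) and 1.93 in TMA (adjusted p = 0.00156). Of 24 translation factor genes 11 were higher in MeOH (15 higher and 2 lower when adjusted over the list alone) and 14 in TMA. The initiation factor infB (MA1525) had 2.57 in MeOH (SE 0.39, adjusted p = 0.00192). Of 14 RNA polymerase genes 6 were higher in MeOH (11 when adjusted over the list alone) and 11 in TMA, with rpoN (MA0598) at 2.68 in MeOH (SE 0.40, adjusted p = 0.00174). Across all genes the fold over acetate rose with level (Spearman's rho 0.457 in MeOH and 0.574 in TMA). Among 10000 random lists of the same size and level, RNA polymerase lay at percentile 93.1 in MeOH and 99.5 in TMA. Translation factors lay at 99.97 and 96.4. For the synthetases camera gave an adjusted p of 2.37e-10 between TMA and acetate, and adjusted p = 0.378 with an estimated correlation. Without methanol replicate 2 or 3 or acetate replicate 1 or 3 the count of synthetases in MeOH was 4, 3, 3 and 2, and without acetate replicate 1 or 3 that of translation factors was 7 and 6.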

Notably, genes in translation also contribute to ∼3–16% of all differentially expressed genes, suggesting a tight coupling between growth substrate and genes affecting growth rate (Fig. 3 a). In metabolism methanogenesis accounts for 15–35% of differentially expressed genes alone; however, genes involved in nucleotide, vitamin and cofactor biosynthesis as well as transport each constitute ∼10% of differentially expressed genes, suggesting that growth substrate has significant effect on the cell economy, likely affecting energy carrier balance and import and export of nutrients. Figure 4 shows a mapping of differentially expressed genes.

**Fig. 4:**
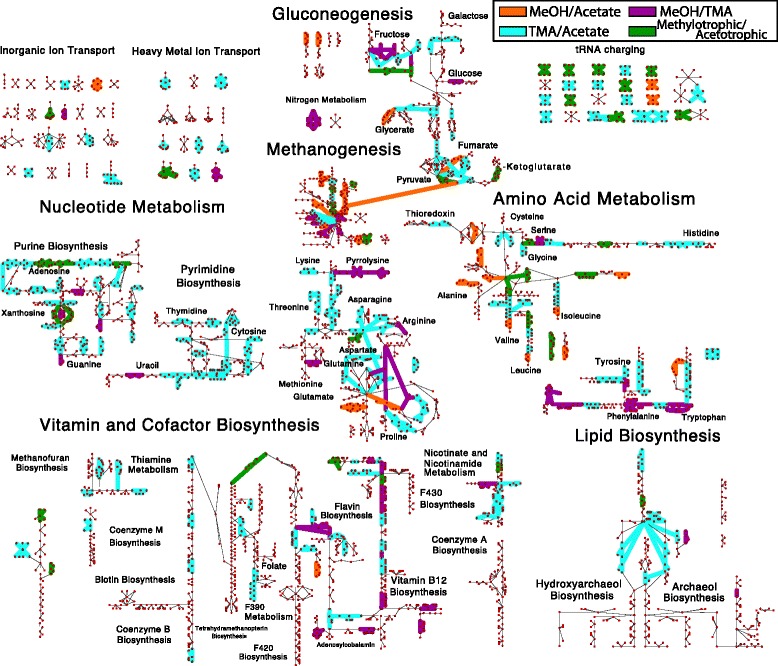
Mapping of Differentially Expressed Genes (DEG) on Metabolism. The map of all known metabolic reactions effected by differentially expressed genes comparing MeOH vs. acetate (*orange*), MeOH vs. TMA (*purple*), TMA vs. acetate (*cyan*) and MeOH/TMA vs. acetate (*green*). Reactions and metabolites are represented as *green diamonds* and *red circles*, respectively. Reactions are connected to participating metabolites by edges. Common metabolites are duplicated. Unregulated reactions are indicated by *thin lines*. Genes were considered differentially expressed if the *p*-value ≤ 0.01 as computed in all of the three methods: DESeq2, edgeR and PoissonSeq. Reaction and metabolite names can be seen by zooming into Additional file 1: Figures S19 and S20

### Regulatory control coefficients

In light of the fact that half-lives for mRNAs change significantly between growth substrates and that the changes are specific to certain functional classes of mRNA, it is likely that selective degradation of mRNAs plays a regulatory role. A recent theory was proposed to determine whether change in transcript abundance for a gene between two growth conditions is determined by change in the degradation or transcription rate [7, 8]. The theory defined “control coefficients” that describe the effective change in mRNA level as resulting from degradation or transcription, under the assumption that gene expression is at steady-state (i.e. the population is growing exponentially and in homogenous growth condition). We computed the degradational (*ρ*_*D*_=−*dln* *γ*/*dln*[*mRNA*]; where *γ* is the degradation rate) and transcriptional (*ρ*_*T*_=*dlnk*_*trn*_/*dln*[*mRNA*]; where *k*_*trn*_ is the transcription rate) control coefficients for each of the genes using the half-life and expression data. See Additional file 1: Section “**Control Coefficients**” for a derivation and description of these control coefficients. See Fig. 5 for a mapping of control coefficients comparing TMA and acetate.

**Fig. 5:**
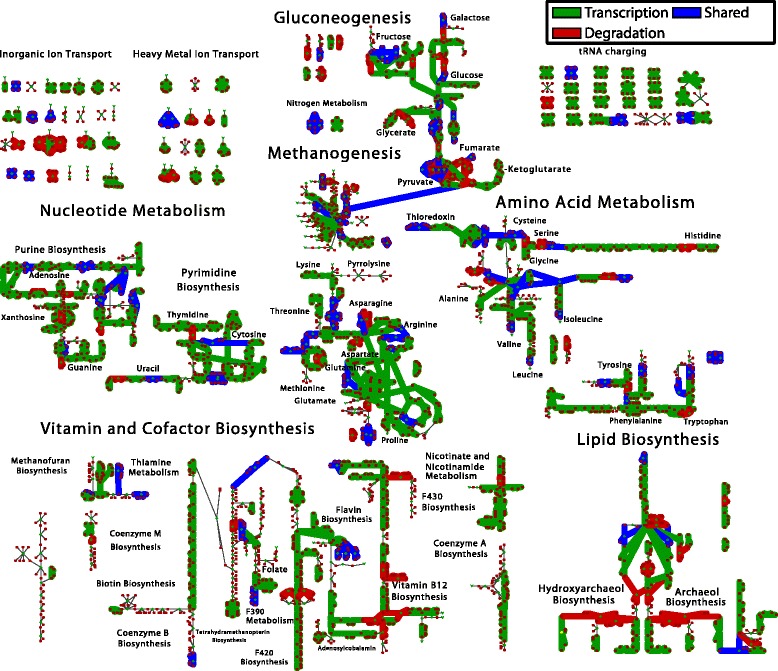
Control Coefficients Mapped onto Metabolism. A mapping of the control coefficients for changing mRNA expression levels between TMA and acetate. *Red* indicate reactions where mRNA levels are regulated by shifts in the degradation rate, while *green* indicates mRNA level shifts due to changes in transcription rate. *Blue* indicates reactions where mRNA levels are affected by both transcription and degradation rate. Reaction and metabolite names can be seen by zooming into Additional file 1: Figures S19 and S20

Three regulation regimes are of interest [7–9]: 1) primarily degradationally controlled, (*ρ*_*D*_≥1), 2) primarily transcriptionally controlled, (*ρ*_*D*_≤0) and 3) mixed degradation and transcription control 0<*ρ*_*D*_<1. The results for all genes can be found in Table 2. 

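The degradational control coefficient is minus the log change of the decay rate divided by the log change of the transcript level, and a gene counts as under transcriptional control at 0 or below, under degradational control at 1 or above and under shared control between these. Of 2082 genes with half-lives in MeOH and acetate, 1411 (67.8%) were under transcriptional, 140 (6.72%) under shared and 531 (25.5%) under degradational control. In MeOH and TMA these were 1322 (62.1%), 386 (18.1%) and 420 (19.7%) of 2128 genes, and between TMA and acetate 1598 (42.2%), 229 (6.04%) and 1963 (51.8%) of 3790 genes. Half-life changes were shuffled among genes only for the coefficient with its sign reversed. The degradational share was then 47.6% (SD 0.606), 24.9% (SD 0.791) and 30.1% (SD 0.392). These shuffled shares belong beside the sign-reversed shares below, not beside those above. Methyltransferase mtaB1 (MA0455) had a coefficient of -0.38 between MeOH and acetate, and the ribosomal protein gene rps27e (MA0645) -0.02 for MeOH and acetate and 0.31 for TMA and acetate. With the half-lives of the authors' deposited table the degradational share was 47.9% between MeOH and acetate. Over the model genes alone it was 12.3% between MeOH and acetate and 24.9% between TMA and acetate, and without the sodB reference 16.9% and 12.5% over only 77 and 289 genes. With the sign of the coefficient reversed it was 49.4%, 30.9% and 28.7%.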

Our analyses show that between 16 and 28% of the changes in steady-state transcript levels are due to degradational control. Between 16 and 23% of transcripts show both degradational and transcriptional control effects. A summary of the control coefficients computed for differentially expressed genes can be seen in Table 3. 

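Among differentially expressed genes of the metabolic model with half-lives on both substrates, degradational control was found for 0 of 211 between MeOH and acetate, 0 of 3 between MeOH and TMA and 9 of 325 between TMA and acetate (2.77%). No interval is given, since genes of the same libraries share 1 sodB factor and are not independent. Control was shared for 12 of 211 (5.69%) and 41 of 325 genes (12.6%). The other genes, among them those of the methyl oxidation branch, were classed as under transcriptional control. A gene higher on a methylated substrate falls in this class whenever its half-life is longer in acetate. That held for 92.5% of genes against MeOH and 93.9% against TMA, with the sodB reference. On slopes the median rate difference of the branch was 0.312 per hour for MeOH minus acetate. For TMA minus acetate it was -0.131, opposite to the half-lives. Over all 171, 203 and 577 consensus genes of the authors' deposited tables with half-lives, in and outside the model, the degradational shares were 13.4%, 0.493% and 7.45%. With the sign of the coefficient reversed they were 14.6%, 15.8% and 13.3%.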

Strikingly, more than 50% of all differentially expressed metabolic genes, defined as the 807 genes which are associated with reactions in the metabolic model (*i*ST807; see the next section), were primarily controlled by degradation. This high percentage underscores the substantial role that degradation plays in regulating metabolism in *M. acetivorans*.

**Table 2:** Classification of regulation type between growth conditions for all genes

	Transcriptionally controlled	Shared control	Degradationally controlled
	*ρ*_*D*_≤0	0 <*ρ*_*D*_<1	*ρ*_*D*_≥1
Comparison	Number (%^a^)	Number (%)	Number (%)
MeOH vs. TMA	2987 (67.2)	718 (16.1)	742 (16.7)
MeOH vs. Ace	2219 (61.2)	562 (15.5)	847 (23.3)
TMA vs. Ace	1763 (48.5)	844 (23.3)	1026 (28.2)

^a^Percentage of total genes for which half-lives and RNA reads were of sufficient quality to apply the control analysis (i.e. *CV*_*τ*_<0.5)

**Table 3:** Classification of regulation type for differentially expressed metabolic genes in the consensus set from Table 1. Metabolic genes are defined as those that are associated with a reaction in the metabolic model *i*ST807

	Transcriptionally controlled	Shared control	Degradationally controlled	Indeterminate^b^
	*ρ*_*D*_≤0	0 <*ρ*_*D*_<1	*ρ*_*D*_≥1	
Comparison	Number (%^a^)	Number (%^a^)	Number (%^a^)	Number (%^a^)
sectionMeOH vs. TMA	54 (25.6)	23 (10.9)	126 (59.7)	8 (3.8)
MeOH vs. Ace	25 (12.4)	49 (24.4)	97 (48.3)	30 (14.9)
TMA vs. Ace	107 (16.6)	149 (23.1)	320 (49.6)	69 (10.7)

^a^Percentage of DEG out of those for which half-lives and RNA reads were of sufficient quality to apply the control analysis (i.e. CV <0.5). ^b^Regulation coefficients could not be determined because half-life data was low quality (CV ≥0.5)

### Metabolic model for *M. acetivorans*

Modifications to the metabolic reconstruction and model for *M. acetivorans* were necessary in order to simulate the effect of regulation on pathway usage. We updated the genome-scale metabolic reconstruction *i*MB745 [48] by incorporating newly characterized pathways and gene:reaction mappings. Several additional model improvements dealt with amino acid synthesis and ligation (e.g. tRNA-charging). First, the pathway for pyrrolysine biosynthesis was added to reflect the requirement for this amino acid for cells growing on methylamine substrates (Additional file 1: Figure S8). Second, the alternate cysteine aminoacylation pathway, wherein *O*-phosphoserine is converted to cysteine while charged to tRNA ^*Cys*^, was added [50, 51] (Additional file 1: Figures S9 and S10). Third, tRNA-charging was explicitly included in the model, wherein the protein biomass composition was altered to require charged tRNAs instead of free amino acids. This change allows comparison of differential expression of tRNA genes with metabolic flux. Fourth, the biosynthesis pathway for methanofuran was updated based on recent characterization of the five *mfn* genes [52–55]. Methanofuran is a component in the methyl-oxidation branch of methanogenesis playing a role in a key redox step inter-converting a formyl group and CO_2_ and is required for all modes of methanogenic growth [37, 56]. Fifth, metabolic pathways for incorporating the methylated sulfur compound, methylmercaptopropionate, have been added/updated based on recent molecular biology studies [57]. Finally, several genes and a recently characterized reaction have been added to lipid biosythesis [58–60].

The model biomass equation was refined by incorporating osmolytes, salts, and metals [61] and gluconeogenesis intermediates [62]. Additionally, pyrrolysine was added as a requirement for growth on methylamines, allowing for the correct prediction of *pyl* gene knockouts when growing on these substrates (Additional file 1: Figure S11). The model was modified to allow uptake of cysteine, a component of the media [63], at a rate consistent with experiments. Newly required osmolytes *α*-glutamate, *N*-acetyl- *β*-lysine and glycine betaine fix several dead-end pathways in the model, thus increasing the predictive capability of the model (see “Discussion” section). Incorporating ion and metal requirements allows the model to predict how differential expression of membrane bound transporters affect osmolyte concentrations. Overall, the model can now take up all of the components of the Wolfe media [63] for which metabolites exist in the model (see Additional file 1: Table S2).

Altogether the new metabolic reconstruction consists of 759 non-biomass reactions (829 when including metabolite exchange) with 807 associated genes. The reconstruction was laid out as a map to allow visualization of metabolic fluxes and gene expression data (see Fig. 4 and Additional file 1: Figure S12). The map is available in formats compatible with the Cytoscape [64] and Escher [65] software. The map and modified FBA model (called *i*ST807) are available in several formats in the additional files accompanying this manuscript. See Additional file 1: Section ‘**Modifications to Metabolic Model**” for a complete discussion of map and model modifications and verification (see Additional file 2 for model and maps).

## Discussion

### Regulation of half-lives

We found that *M. acetivorans* growing on different substrates exhibits drastically different RNA half-life stabilities. A much stronger growth rate effect was observed than in the previous studies; whereas half-lives in *E. coli* were shifted by a factor of 1.5 for a 6 fold change in growth rate, in *M. acetivorans* a nearly linear shift in half-lives with growth rate was observed. To test the hypothesis that half-life is correlated to growth rate, we scaled the half-life distributions by the doubling time, effectively defining a fraction of the cell cycle that an RNA persists before degradation (see Fig. 1 and Additional file 1: Figure S4). As demonstrated, the scaled half-life distributions align with means that are statistically indistinguishable (*p*>0.33, t-test). This scaling indicates that for a given growth substrate, the cell will modulate mRNA stability such that the half-lives are, on average, a constant fraction of the cell cycle. 

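Doubling times in the paper are 7.5 h in MeOH, 8.9 h in TMA and 24.6 h in acetate. As a percentage of the doubling time, the mean half-life was 14.3% ± 3.57 in MeOH, 14.1% ± 3.81 in TMA and 9.83% ± 2.56 in acetate (SD across genes). Over all 10533 half-lives of the 3 substrates the mean was 12.5% ± 3.94, and over the 12640 in the authors' deposited table it was 12.6% ± 5.27. Transcripts of ribosomal proteins had a longer median half-life in acetate than in MeOH but not than in TMA. From the longer half-lives in acetate and the alignment of the distributions after scaling, the paper reasons that transcript stability follows the growth rate.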

We could not identify any differentially expressed RNases among our data which would facilitate these changes in half-lives indicating that another mechanism is in play (perhaps sRNA, riboswitches, etc.).

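Of 36 genes of RNases and the exosome, 8 were higher and 1 was lower in MeOH than in acetate (10 and 1 when adjusted over the list alone), 10 were higher and 1 lower in TMA than in acetate (11 and 3 when adjusted over the list alone), and 0 passed between MeOH and TMA (2 at an unadjusted p under 0.05). MA1783, an RNA-binding subunit of the exosome, had log2 fold changes of 2.18 in MeOH (SE 0.32, adjusted p = 0.00156 from limma) and 1.85 in TMA (adjusted p = 0.00196). The exosome gene rrp42 (MA1776) had 1.94 in MeOH (SE 0.40, adjusted p = 0.00906), and MA1080, the p29 subunit of RNase P that trims tRNA precursors, 3.00 in TMA (SE 0.39, adjusted p = 5.15e-04). MA0542, a bifunctional nuclease, was lower, at -0.95 in MeOH (adjusted p = 0.0333) and -0.88 in TMA (adjusted p = 0.036). The median log2 fold change of the list was 0.19 in MeOH and 0.12 in TMA. It did not pass camera (adjusted p = 0.0689 and 0.0628) and passed fry (adjusted p = 0.0287 and 0.0181), and upper-quartile scaling turns both medians to -0.03 and -0.18. Without methanol replicate 2, acetate replicate 1 or acetate replicate 3 the number higher in MeOH was 4, and in TMA it was 6 without acetate replicate 1 or 3 and 5 without LK37.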

Studies have examined how conserved mRNA half-lives are among related species. One study on two strains of *Bacillus cereus* showed high correlation among half-lives (*r*=0.72) [12] and another compared two species of the *Solfolobus* genus also finding high correlation (*r*=0.51) [14]. These studies show that RNA degradation is evolutionarily conserved and suggest that our study of RNA stability in *M. acetivorans* may be extended to related organisms such as *M. mazei* or *M. barkeri*. We compared our measured half-lives to five that had been previously measured in *M. mazei* [66] and found them to have similar values (Fig. 6 a). We also estimated mRNA copies per cell for 12 transcripts in methanol and acetate growth conditions (Fig. 6 b and Additional file 1: Figure S13 and Additional file 3). Transcript counts also matched those measured in *M. mazei* [66] suggesting these *Methanosarcina* species could have similar transcription and degradation characteristics, similarly to the two *Sulfolobus* species. In general some of the conclusions drawn from this study might hold for evolutionarily related methanogens (e.g. class II methanogens). However, half-lives of homologous genes are not correlated between distantly related organisms such as *E. coli* and *B. subtilis* [11], and therefore care should be used when extending the conclusions about individual transcripts here to distantly related methanogens (e.g. class I methanogens).

**Fig. 6:**
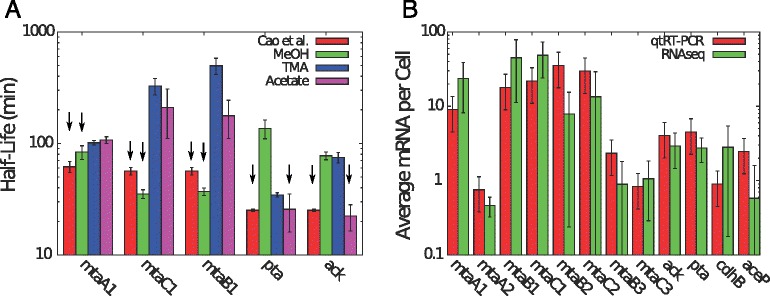
Comparison of Transcripts with *Methanosarcina mazei* [66] **a**) A comparison of mRNA half lives measured via our RNAseq data compared with a previous study using qtRT-PCR in the related organism *Methanosarcina mazei* growing in methanol or acetate. Cao et al. measured methyltransferase (*mtaA1*, *mtaCB1*) half-lives from methanol grown cells, while they measured acetoclastic gene (*pta*, *ack*) half-lives for acetate grown cells. As can be seen in the figure half lives match for methanol and acetate grown cells. Arrows indicate which bars correspond to the comparison to Cao et al. **b**) A comparison of mRNA copies per cell estimated via our RNAseq data, and previous studies that utilized RT-qPCR to quantify transcript abundance in the related organism *Methanosarcina mazei* grown in methanol (see Additional file 1: Figure S13 for acetate growth). Error bars are standard deviation of the mean for 3 replicates. Values from Cao et al. are for cells grown at 30 °C compared to our cells which were grown at 37 °C. All values agree within uncertanties except for *cdh*, *mtaA2*, and *mtaB2* indicating the organisms have similar expression profiles and our estimates for mRNA counts are good

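In MeOH the transcripts of the methanol methyltransferase genes mtaB1 (MA0455) and mtaC1 (MA0456) had half-lives of 35.8 ± 8.49 and 31.4 ± 6.00 min, and that of mtaA (MA4379), which passes the methyl group to coenzyme M, 63.7 ± 7.14 min (error of the fit). In acetate, where their levels were lower, the values were 179.6 ± 79.0, 195.5 ± 92.7 and 115.8 ± 10.5 min. The acetate kinase gene ack (MA3606) had 55.6 ± 16.3 min in acetate and 60.1 ± 11.2 min in MeOH, and phosphotransacetylase pta (MA3607) 63.8 ± 21.3 min in acetate and 111 ± 45.0 min in MeOH. On slopes, the rates of ack and pta were higher in MeOH than in acetate by 0.349 and 0.116 per hour, opposite to the half-lives, and none of the 5 genes passed (adjusted p = 0.163 for mtaB1 to 0.828 for pta from limma). For mtaB1 and mtaC1 the authors' deposited table gives 37.0 and 35.2 min in MeOH.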

### Inheritance of gene regulation

Our genome-wide study identified many DEG in addition to those previously identified due to the higher number of experimental replicates (higher statistical power of differential expression test) and the greater number of compared growth conditions. The current study verified 80% of previously [37] identified DEG in *M. acetivorans*, indicating that the RNA data is of sufficient quality to match potentially higher accuracy methods such as qtRT-PCR. Additionally, our pattern of DEG comparing methanol and TMA was similar to the one reported for *M. mazei* [67]. A total of 42 of the 71 directly homologous genes had similar patterns of differential expression in our dataset were highly correlation in fold change (*r*=0.85,*p*<10^−5^). The similarity of transcript abundance and half-life and similarity between differentially expressed genes (see Fig. 6) suggest that regulation is conserved among these closely related organisms. 

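In MeOH against TMA, 4 of 7 methanol methyltransferase genes were higher in MeOH and 0 lower, with a median 5.83-fold (SD 3.25) above TMA. The methyltransferase mtaB1 (MA0455) had a log2 fold change of 5.93 (SE 0.32, adjusted p = 2.73e-07 from limma), its corrinoid protein mtaC1 (MA0456) 5.82 (SE 0.49, adjusted p = 2.30e-05), and mtaB2 (MA4392) 2.54 (SE 0.40, adjusted p = 0.0110), whose call was lost without LK31 (2.42). Over acetate 5 of 7 were higher and 2 lower in MeOH, with a median of 11.8-fold (SD 3.59), and the 2 lower ones are mtaB3 (MA1616; -2.25, SE 0.43) and mtaC3 (MA1617; SE 0.45, adjusted p = 0.0128). In TMA over acetate 1 of the 7 was higher, mtaA (MA4379; 5.08, SE 0.45, adjusted p = 3.49e-05), and 2 were lower. Of 15 methylamine methyltransferase genes 7 were lower in MeOH than in TMA, and 9 were higher in TMA than in acetate (9 higher and 1 lower when adjusted over the list alone). Of the 15, 2 were higher in MeOH than in acetate as well, mtbA (MA0146; 2.04, SE 0.43, adjusted p = 0.00954) and mtmC (MA2971; 1.43, SE 0.24, adjusted p = 0.00281). The dimethylamine corrinoid protein mtbC (MA0527) had 8.14 in TMA over acetate (SE 0.33, adjusted p = 7.00e-08) and the trimethylamine methyltransferase mttB (MA0528) 7.38 (SE 0.40, adjusted p = 3.44e-07). These families hold close copies, between which reads may be shared. Camera gave an adjusted p of 1.02e-07 for the methanol list and 2.04e-18 for the methylamine list between MeOH and TMA, and adjusted p = 0.387 and 0.187 with an estimated correlation. Among genes annotated as ThiC of thiamine synthesis, MA4329 had 1.93 in MeOH (SE 0.46, adjusted p = 0.0162) and 3.50 in TMA over acetate (adjusted p = 5.07e-04), and thiC (MA1790) had 1.14 and 1.32. In the other thiC gene, MA0261, the values were -0.14 (SE 0.18, adjusted p = 0.63) and -0.10 (adjusted p = 0.704). The isopropylmalate synthase genes leuA (MA3793 and MA4615) had 2.30 (SE 0.38) and 2.32 (SE 0.48) in MeOH over acetate. In TMA over acetate aroD (MA4593) had 1.70 (SE 0.41, adjusted p = 0.0127) and aroE (MA4594) 1.44 (SE 0.33, adjusted p = 0.0104), and the call of aroD was lost without acetate replicate 3 or LK37. All 8 tryptophan genes were higher in TMA than in acetate, among them trpA (MA2990; 2.11, SE 0.45), trpB (MA2991; 2.54, SE 0.44) and trpE (MA2987; 2.70, SE 0.69). Without acetate replicate 1 or 3 4 of the 8 passed and without LK31 or LK37 5, and that of trpE was lost in each of these. The cobyric acid synthase MA3250 had 1.36 in TMA over acetate (SE 0.24, adjusted p = 0.00237) and MA1418 1.04 (SE 0.33, adjusted p = 0.0443), which did not pass without LK31, LK37 or any acetate replicate.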

Genes that are similarly differentially expressed between these two *Methanosarcina* species include methyltransferases for methanol and methylamine assimilation, a putative thiamine biosynthesis gene (*thiC*), genes involved in valine, leucine and aromatic amino acid biosynthesis (*aroDE*, *leuA*, and *trpABE*), cobalt metabolism enzymes (*MA1418* and *MA3250*) as well as many hypothetical proteins and regulators. The rest of the genes either had no homologs or were not determined to be differentially expressed. Genes that were not identified as differentially expressed could be optimized for the different environments in which *M. mazei* and *M. acetivorans* grow; perhaps due to the adaptation to freshwater and saline environments. A recent study of *M. mazei* strains along the Columbia River show differences in genomic content comparing those in fresh- and salt-water environments that resulted in differences in metabolic efficiency/utilization of TMA [68].

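In TMA the 4 listed pyrrolysine genes had a median 2.26-fold (SD 0.784) above acetate and 2.24-fold (SD 0.912) above MeOH. MA0154, named as the biotin synthase bioB in the authors' deposited table, lies in the pyrrolysine gene cluster. The metabolic model names this gene pylB, and which of the 2 names holds was not tested. It had a log2 fold change of 1.45 in TMA over acetate (SE 0.26, adjusted p = 0.0025 from limma), or 2.72-fold, and of -1.48 in MeOH against TMA (SE 0.26, adjusted p = 0.0235), or 2.79-fold higher in TMA. The second call was lost without methanol replicate 1 (-1.41), methanol replicate 2 (-1.46) or LK31 (-1.48). MA0436, a biotin synthase-related protein, had 1.09 in TMA over acetate (SE 0.25, adjusted p = 0.0091) and -0.10 in MeOH against TMA (adjusted p = 0.929). The biotin transporter bioY (MA4340) had -0.24 (adjusted p = 0.362) and 0.71 (adjusted p = 0.252). Of 6 biotin genes 2 were higher in TMA than in acetate (camera adjusted p = 0.209) and 1 was higher in TMA than in MeOH (camera adjusted p = 0.703). Their median was 1.41-fold (SD 0.303) above acetate and 1.04-fold (SD 0.269) above MeOH, and upper-quartile scaling turns the direction of the median against MeOH (log2 fold change 0.02 for MeOH over TMA, against -0.06).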

Genes coding for enzymes involved in biotin synthesis, including biotin synthase (*bioB*), were found to be very highly expressed (>4×) when growing on TMA compared to the other substrates. This along with the observation that growth on TMA of the closely related methanogen *Methanohalophilus mahii* was stimulated by addition of biotin suggesting that it plays a role in methylamine-based growth [69], perhaps as a cofactor involved in vitamin and lipid biosynthesis.

### Identification of regulated transcription factors

Over 200 putative transcription factors have been annotated in the DBD transcription factor database [70]. We found that 10, 9 and 13 of these transcription factors were significantly differentially expressed upon comparing MeOH vs acetate, MeOH vs TMA and TMA vs acetate, respectively. A number of the regulators have been characterized and are of particular interest. For example, the gene *msrA* (methanol-specific regulator A) was found to be highly expressed in both methylotrophic growth substrates confirming a previous report [41]. Additionally, *msrC* and *msrF* were found to be more highly expressed in TMA than acetate, also confirming previous experiments [41, 71].

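The regulator gene msrA (MA0459) had a log2 fold change of 1.03 in MeOH over acetate (adjusted p = 0.0321 from limma) and 0.36 in TMA over acetate (adjusted p = 0.367). The first call was lost without methanol replicate 3 (0.72) or without acetate replicate 1 (1.07), 2 (0.94) or 3 (1.11). Of the 3 msr genes measured by name, msrA was the 1 that passed in MeOH, and MA0460 (0.18, adjusted p = 0.564) and MA0862 (0.02) did not pass.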

For the uncharacterized transcription factors we examined their expression characteristics to attempt to identify regulatory roles and targets (see Additional file 1: Figure S14 for correlations). 

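MA3302 (mreA), a regulator of energy metabolism, had a log2 fold change of -1.17 in MeOH over acetate (SE 0.52, adjusted p = 0.147 from limma) and -1.38 in TMA over acetate (adjusted p = 0.0784). It passed under upper-quartile scaling (-1.38 in MeOH and -1.68 in TMA), and in TMA also without acetate replicate 3 (-1.86). MA2055, a putative regulator, had -0.54 in MeOH (SE 0.38, adjusted p = 0.36) and -0.22 in TMA (adjusted p = 0.699).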

Two putative transcription regulators (*MA2055* and *MA3302*) were more highly expressed in acetotrophic growth, the latter of which has previously been suggested to be a global regulator of methanogenesis pathways and dubbed *mreA* (*Methanosarcina* regulator of energy-converting metabolism A) [72]. The former of these is an uncharacterized MarR-like protein that has a similar gene expression profile to another transcription regulator *MA2212*, being correlated with genes involved involved in acetotrophic methanogenesis and ATP production (Additional file 1: Section Figure S14; “**Differentially expressed genes**”). Two other *mre* like regulators were found to be differentially expressed: 1) *mreB (MA1671)*, when comparing TMA and acetate (and almost significant for TMA vs MeOH, *p*=0.0103), and 2) *mreD (MA3130)*, which was found to be more highly expressed in methylotrophic conditions and sits in a conserved cluster of genes that also contains *hdrABC*. 

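The regulator mreD (MA3130) had a log2 fold change of 3.55 in MeOH over acetate (SE 0.35, adjusted p = 1.72e-04 from limma) and 4.25 in TMA over acetate (adjusted p = 2.03e-05). For mreB (MA1671) it was 2.81 in TMA over acetate (SE 0.48, adjusted p = 0.00197), 1.86 in MeOH over acetate (adjusted p = 0.0238) and -0.95 in MeOH against TMA (adjusted p = 0.662). The call of mreB in MeOH was lost without methanol replicate 2 (1.91) or 3 (1.37) and without acetate replicate 1 (1.80) or 3 (1.87).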

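The heterodisulfide reductase genes near mreD were measured between MeOH and acetate as log2 fold changes of -0.24 for hdrB (MA3126; adjusted p = 0.298 from limma), 0.57 for hdrC (MA3127; adjusted p = 0.138) and 0.63 for hdrA (MA3128; adjusted p = 0.068). In TMA over acetate hdrC had 0.76 (SE 0.25, adjusted p = 0.0495), which did not pass without LK31, LK37 or any acetate replicate, or under upper-quartile scaling. Of 7 hdrABC genes, including the copies elsewhere in the genome, 0 passed in MeOH over acetate (1 higher and 1 lower when adjusted over the list alone), 1 in TMA over acetate and 0 between MeOH and TMA (0 at an unadjusted p under 0.05).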

The hdrABC homologs are differentially expressed under different growth conditions as previously reported [43]. These genes reroute metabolic flux allowing these microbes to outcompete other organisms [43, 73]. The proximity of *mreD* to *hdr* in the genome suggests it could regulate *hdrABC* differentiating methyltotrophic and acetotrophic growth, while *mreB* could differentiate methylamine growth from other conditions, potentially in optimizing one/several of the other *hdr* homologs; however, these hypotheses remain to be tested.

The putative nickel response regulator *MA1395* is highly conserved among all the methanogens and is anti-correlated to Hsp60 genes (*MA0086*/*MA1682*/*MA4413*) along with several key metabolic genes such as pyruvate synthase (*por*, *MA0031*–*MA0034*) and methenyltetrahydromethanopterin-cyclohydrolase (*mch*, *MA1710*), suggesting that during nickel starvation key metabolic enzymes are downregulated during methylotrophic conditions (see Additional file 1: Figure S14). It is, however correlated with quinolinate synthase genes (*MA0959*/*MA2716*), suggesting when nickel is taken up, more NADH/NADPH should be produced, and phoshoglycerate dehydrogenase (*MA0592*), which produces a precursor in the pathway that produces coenzymes F420 and F390. 

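MA1395, the putative nickel response regulator, had a log2 fold change of -0.49 in MeOH over acetate (SE 0.19, adjusted p = 0.0947 from limma) and -0.63 in TMA over acetate (adjusted p = 0.0328). The latter was lost without acetate replicate 1 or 3, or any of the TMA libraries. The Hsp60 chaperonin genes went the other way. MA0086 had 3.24 in MeOH (SE 0.56, adjusted p = 0.00366), MA1682 2.36 (SE 0.41, adjusted p = 0.00367) and MA4413 3.00 (SE 0.47, adjusted p = 0.00236). The pyruvate synthase genes MA0031 to MA0034 had 1.81 to 2.45 in MeOH and 2.48 to 3.15 in TMA, with porG (MA0034) at 2.22 in MeOH (SE 0.38, adjusted p = 0.00367), MA0033 at 2.45 in MeOH and 3.15 in TMA, and mch (MA1710), the cyclohydrolase of the methyl oxidation branch, at 1.94 in MeOH (SE 0.38, adjusted p = 0.0069) and 2.59 in TMA (adjusted p = 9.25e-04).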

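The quinolinate synthase genes of NAD synthesis, MA0959 and MA2716, had log2 fold changes of 1.09 (adjusted p = 0.018 from limma) and 1.64 (SE 0.30, adjusted p = 0.00516) in MeOH over acetate, and 1.11 and 1.96 in TMA. The phosphoglycerate dehydrogenase serA (MA0592) had 1.71 in MeOH (adjusted p = 0.0138) and 2.25 in TMA (adjusted p = 0.00201). In MeOH the call of MA0959 was lost without methanol replicate 3 or acetate replicate 1 or 3, and that of MA0592 without methanol replicate 2 or acetate replicate 1 or 3, and in TMA that of MA0959 without LK37 (0.86).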

If *MA1395* does indeed regulate these genes it could act to sense available nickel in the environment and slow metabolism (via *mch* and *por*) while affecting redox balance (via production of NADH/NADPH and coenzyme F420). A previous study on regulation in *Methanococcus maripaludis* identified a homolog of *MA1395* (*MMP0719*) as being coexpressed with *mch* along with the methyltransferase *mtr*, the energy conserving hydrogenase *ehb* and genes involved in pyrophosphate uptake (*ppaC*) and purine biosynthesis (*purP*) [74]. Together these suggest an ancient role for *MA1395* that needs to be further studied.

### Regulation of general transcription factors

Our data is consistent with a previous study showing that the primary TATA binding protein (TBP; *tbp1*) transcript was similarly expressed under the three growth conditions [75]; however, it differs for comparisons of accessory TBPs wherein our data suggest that *tbp2* and *tbp3* are expressed at similar levels to each other, while the previous report showed that the latter of the two was much less highly expressed. Both [75] and our study show that *tbp3* is more highly expressed during methylotrophic than acetotrophic growth (almost identical fold changes in both studies), and this is supported by the observation that genes in amino acid metabolism and methylamine metabolism are differentially expressed upon its knockout as seen previously. 

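The TATA-binding protein genes, which place RNA polymerase at promoters, did not pass limma's test in any of the 3 comparisons. The gene tbp1 (MA4331) had log2 fold changes of 0.61 in MeOH over acetate (adjusted p = 0.422), 1.07 in TMA over acetate (adjusted p = 0.135) and -0.46 in MeOH against TMA. For tbp2 (MA0179) they were -0.14 (adjusted p = 0.668), -0.18 and 0.04, and for tbp3 (MA0278) -0.06 (adjusted p = 0.832), -0.41 (adjusted p = 0.119) and 0.34. Under upper-quartile scaling tbp3 was lower in TMA than in acetate (-0.71). The partner factor tfb (MA0610) had 1.22 in TMA over acetate (adjusted p = 0.0252).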

Discussion of four additional transcription factors can be found in Additional file 1: Section “**Differentially expressed genes**”.

### Regulation of translation machinery

During methylotrophic growth, proline, lysine and arginine tRNAs are more highly expressed as seen in the “tRNA charging” reactions in Fig. 4. Additionally, valine, alanine and methionine tRNAs are more highly expressed under methanol growth than acetate growth, and threonine more highly during methylamine growth (see Fig. 4). 

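Of 59 tRNA genes 15 were higher in MeOH than in acetate and 0 lower (20 when adjusted over the list alone), and 12 were higher in TMA than in acetate (11 when adjusted over the list alone). All 3 proline tRNA genes were higher in MeOH and 2 of them in TMA. Both lysine tRNA genes were higher in MeOH, with MAt4700 at a log2 fold change of 2.08 (SE 0.37, adjusted p = 0.00405 from limma) there and 1.81 in TMA. Of 5 arginine tRNA genes 1 was higher in MeOH and 0 in TMA. In MeOH 1 of 3 alanine genes (MAt4704; 3.22, SE 0.42, adjusted p = 7.40e-04), 2 of 4 methionine genes and 1 of 4 valine genes were higher, and of 3 threonine genes 1 was higher in MeOH and 0 in TMA. The tyrosine tRNA MAt4686 had the highest fold change, 3.85 in MeOH (SE 0.46, adjusted p = 4.62e-04) and 3.65 in TMA. For the whole list camera gave an adjusted p of 5.62e-07 in MeOH and 0.00845 in TMA, and adjusted p = 0.399 and 0.562 with an estimated correlation. Without acetate replicate 1 or 3 the number in MeOH was 9, and in TMA it was 7 and 4 without these and 3 without LK37.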

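Over the tRNA genes that were higher than in acetate, the fold ran from 2.30 to 14.4 in MeOH (median 4.38, 15 genes) and from 3.01 to 12.6 in TMA (median 4.66, 12 genes). The phenylalanine tRNA genes MAt4718 and MAt4721 had log2 fold changes of 2.62 (SE 0.46, adjusted p = 0.00402 from limma) and 2.66 (SE 0.50, adjusted p = 0.00577) in MeOH. Short tRNA genes gather few bases, and with an even background subtracted, an alternative chosen after the data were seen, 45 of the tRNA genes were tested and 16 were higher in MeOH.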

Generally, they are 3–42 × more highly expressed in methylotrophic conditions, suggesting either: 1) there is a much higher requirement for these amino acids under methylotrophic growth, or 2) the slower growth in acetate can tolerate lower amounts of tRNAs, potentially due to the longer time allowed to find ribosomes while maintaining a protein production rate necessary for steady growth. Similarly, the genes coding ribosomal proteins are a factor of 8 times more highly expressed in methylotrophic growth conditions. These results lend additional support to the idea that cells differentially regulate ribosome numbers which have been shown in bacteria (*E. coli*; 6,800–72,000 depending on growth rate [76]) and archaea (*Haloferax volcanii*; 11,600–25,400 depending on growth rate [77]). This constitutes the first detailed analysis of differential expression of translation machinery in *M. acetivorans*.

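Of 64 ribosomal protein genes 55 were higher in MeOH than in acetate (59 when adjusted over the list alone) and 60 in TMA (60 when adjusted over the list alone), and 0 were lower at an adjusted p under 0.05 from limma. Their median was 4.49-fold (SD 1.26 over 3 libraries) higher in MeOH and 7.51-fold (SD 4.26) higher in TMA than in acetate. The gene rps27e (MA0645) had a log2 fold change of 3.58 in MeOH (SE 0.42, adjusted p = 3.65e-04) and MA1784 (L15E) 3.07 (SE 0.46, adjusted p = 0.00172). The passing members lay between 1.81- and 12.0-fold in MeOH and between 1.70- and 11.6-fold in TMA. Against TMA 0 genes passed in MeOH (1 higher and 14 lower at an unadjusted p under 0.05), although the list was lower in MeOH by camera (median log2 fold change -0.68, adjusted p = 1.43e-08, adjusted p = 0.602 with an estimated correlation). That median lies at percentile 57.2 of 10000 random lists of the same size and level, whose median was -0.69. Against acetate camera gave adjusted p = 5.89e-25 in MeOH and 7.11e-29 in TMA, and adjusted p = 0.399 and 0.378 with an estimated correlation. The number in MeOH was 32 without acetate replicate 1 and 27 without acetate replicate 3.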

### Regulation of vitamin and cofactor metabolism

Vitamin and cofactor biosynthetic pathways include many differentially expressed genes (see Fig. 4), suggesting they play important roles in each of the growth conditions. 

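Several cofactor genes were higher on both methylated substrates. For cbiX (MA3631), the sirohydrochlorin chelatase that places cobalt in cobalamin, the log2 fold change was 2.28 in MeOH over acetate (SE 0.44, adjusted p = 0.00604 from limma) and 2.61 in TMA over acetate (adjusted p = 0.00176). For cofH (MA1490) of coenzyme F420 synthesis it was 1.32 in MeOH (adjusted p = 0.018) and 2.26 in TMA (adjusted p = 7.63e-04), the former lost without methanol replicate 2 or 3 or acetate replicate 1 or 3. MA3731, a nicotinamide mononucleotide adenylyltransferase, had 2.53 in MeOH (SE 0.40, adjusted p = 0.00237). Of 6 NAD genes 3 were higher in MeOH and 3 in TMA, and of 7 F420 genes 2 were higher in MeOH (4 when adjusted over the list alone) and 4 in TMA. Without acetate replicate 3 the number of NAD genes higher in MeOH was 1 and that of F420 genes 0, and likewise without acetate replicate 1 or methanol replicate 3. Without methanol replicate 2 the F420 number was 0, and without LK37 the NAD number in TMA was 1.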

Six genes involved in nicotinamide (*nadA1*), coenzyme F420 biosynthesis (*cofH1*, *mptA*), and cobalamin biosynthesis (*cbiX*) are more highly expressed during methylotrophic growth. These enzymes are found at the beginning of a linear pathways or at the branch-point of two pathways, allowing their regulation to have a large impact on production of these cofactors. Additionally, 13 genes are most highly expressed in methylamine metabolism, including many in the pathway forming adenosyl-cobyric acid (*cbiCFHL*) and the final step thereof (*cobQ*), and those in heme production (*hemC*), riboflavin biosynthesis (*ribH*) and anthranilate synthase (*trpGE*). 

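The cobyric acid genes cbiC (MA4258), cbiH (MA4259), cbiF (MA4261) and cbiL (MA4262) were higher in TMA than in acetate, with log2 fold changes of 1.78 (SE 0.31, adjusted p = 0.00196 from limma), 2.16, 2.26 and 2.31. In MeOH over acetate they had 1.00 to 1.31, with adjusted p-values of 0.0175 to 0.0462, and each of these calls was lost without methanol replicate 2 or 3 or acetate replicate 1 or 3. Against TMA their values in MeOH were -0.79 to -1.08 and did not pass. The porphobilinogen deaminase hemC (MA0582) of heme and cobalamin precursors had 1.57 in TMA over acetate (SE 0.34, adjusted p = 0.00775) and ribH (MA1818), the lumazine synthase of riboflavin synthesis, 1.46 (SE 0.31, adjusted p = 0.00733). Anthranilate synthase trpG (MA2986) had 1.66 (SE 0.51, adjusted p = 0.0378), which did not pass without LK31, LK37 or any acetate replicate. Of 6 heme precursor genes 5 were higher in TMA than in acetate (6 when adjusted over the list alone), with 3, 2 and 3 without acetate replicate 1, acetate replicate 3 and LK37. Of 5 riboflavin genes 4 were, and 2 without any of these 3.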

The gene involved in riboflavin biosynthesis is at a branchpoint of the coenzyme F420 biosynthesis and cobalamin biosynthesis, and thus has the potential to divert metabolic flux, in the case of growth on methylamines, towards production of cobalamin, consistent with the fact that cobalamin biosynthesis pathway transcripts are highly expressed. We hypothesize that larger amounts of adenosylcobalamin are required for growth in the methylamines with one possible explanation being that there are three different methyltransferase systems encoded by *mtmCBA*, *mtbCBA* and *mtmCBA* which process tri-, di- and monomethylamine, respectively, abstracting a single methyl group each. If enzymatic activity does not vary significantly between the three enzymes, and therefore a similar amount of each protein exists in a cell to maintain a certain metabolic flux, three times the equivalents of cobalamin would be needed compared with growth on methanol. The differential expression data indicates that enzymes involved in cobalamin synthesis are in fact 2.5-3.5x more highly expressed in trimethylamine growth than in methanol growth, supporting this hypothesis. 

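Of 21 genes of cobalamin synthesis, the cofactor of the corrinoid methyltransferases, 12 were higher in TMA than in acetate (13 when adjusted over the list alone) and 6 in MeOH than in acetate (10 when adjusted over the list alone). For MeOH and TMA limma called 0 of the 21 (1 lower in MeOH when adjusted over the list alone, 5 at an unadjusted p under 0.05). The median was 1.84-fold (SD 0.768) higher in TMA and 1.47-fold (SD 0.550) higher in MeOH than in acetate, and 1.22-fold (SD 0.388) higher in TMA than in MeOH. Camera gave adjusted p = 3.72e-04 between TMA and acetate, 0.0100 between MeOH and acetate and 0.00334 between MeOH and TMA, and adjusted p = 0.378, 0.399 and 0.496 with an estimated correlation. The number in MeOH was 2 without methanol replicate 2 or 3 or acetate replicate 1 or 3, and in TMA 7 without LK37. The paper hypothesizes that growth on methylamines requires larger amounts of adenosylcobalamin, gives the separate methyltransferase systems for tri-, di- and monomethylamine as a possible explanation, and sets the expression of these genes in TMA beside it.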

Biochemical characterization could be used to test this hypothesis.

### Control of gene expression by transcription or degradation

Many DEG in the consensus set were represented in gene-protein-reaction relations as part of *i*ST807, suggesting that the regulation due to different growth substrates could have large effects on the distribution of metabolic fluxes. A composite showing reactions affected by differentially expressed genes demonstrates significant regulation throughout metabolism (Fig. 4). Key control points in linear pathways stand out, and we observe that regulation is generally clustered around branches in pathways (for example at the branchpoint between flavin biosynthesis and coenzyme F420 biosynthesis and extensively on the pathways leading from pyruvate towards different amino acids). Within the set of DEG, two obvious classes arise: methylotrophic and acetotrophic growth (contributing to 75 and 10% of the total variance computed via PCA; Additional file 1: Figure S1) which are classes with which to identify differential pathway usage.

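Principal components were computed on the log2 levels of all genes in the 0 min and additional libraries. The first component held 59.8% and the second 16.8% of the variance, and 63% and 14.1% with the 0 min libraries alone. On the second component the 3 acetate libraries lay at 17.9 to 24.1, the MeOH libraries of the time course at -5.58 to -19.0 and the TMA libraries of the time course at -17.0 to -27.3, while the additional TMA sample lay at 31.9, beyond the acetate libraries, and the additional MeOH samples at 2.98 and 6.56. On the first the acetate libraries lay at -25.1 to -46.9 and the MeOH libraries at -10.4 to 6.35, while the additional TMA sample stood apart at 100.51.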

Because the total concentration of transcripts associated with a gene are affected by both transcriptional rate and degradational rate the question of which factor plays the largest role is of interest. Dressaire et al. [8] recently proposed a method to determine whether the level of a transcript is primarily controlled by degradation, transcription, or both and applied it to *L. lactis* and found that degradation played a role in setting transcript level for maximally 12% of genes studied. The method was subsequently applied to *E. coli* by Esquerré et al. [7] showing a similarly small effect. In the latter case, a role of degradational control was found to play an important role in glycolysis, pentose phosphate, Entner-Doudoroff pathways and the TCA cycle. Furthermore, they identified a role of degradational control in setting the levels of key degradational machinery transcripts including several RNases and Hfq. Both of these studies, however, used chemostat experiments for cultures growing in one growth substrate, and the question remains whether degradation plays a larger role in optimizing an organism for different growth substrates. We applied the analysis to generate the transcriptional (*ρ*_*T*_=*dlnk*_*trn*_/*dln*[*mRNA*]) and degradational (*ρ*_*D*_=*dln* *γ*/*dln*[*mRNA*]) control coefficients, which describe the relative change in mRNA due to relative changes in transcription rate *k*_*trn*_ and degradation rate *γ* (see Additional file 1: Section “**Control Coefficients**”). In contrast to the previous single substrate experiments in *L. lactis* and *E. coli*, our analyses show that between 16 and 28% of the changes in steady-state transcript levels are due to degradational control (Table 2). A close analysis of the data leads to the striking conclusion that degradational control appears primarily at branchpoints and is enriched in amino acid metabolism, lipid metabolism and vitamin metabolism (Figs. 5 and 10 a, c, and e). This localization at pathway branchpoins could indicate an important uncharacterized role for degradational control. And because more than half of differentially expressed metabolic genes appear to be controlled by change in degradation rate it is likely that the change in degradation plays a significant role regulating metabolism in *M. acetivorans* (see Table 3). If a regulated gene is significantly destabilized (stabilized), the production of its protein is expected to proportionally decrease (increase). This is because the average protein count for a gene should go as $\langle P\rangle \propto k_{t} k_{r} \tau /k_{dil}$ where *k*_*t*_ is the transcription rate, *k*_*r*_ is the translation rate, *τ* is the half-life and *k*_*dil*_ is the doubling rate. This argument neglects translational regulation with growth condition, which has been shown to exist in Eukaryotes [78] and in haloarchaea up to 30% of all transcripts [79, 80]. Translational regulation will additionally effect the *k*_*r*_ in this equation, potentially causing a nonlinear response when coupled with the change in *k*_*t*_ or *k*_*d*_.

### Modelling metabolic phenotype

The question then arises: How does the regulation of metabolic genes affect metabolism and what role does degradation play in defining metabolic state? To connect the regulation to metabolic function, we integrated the differential expression data with the updated genome-scale metabolic model to predict change in fluxes through metabolic pathways when the organism grows on different substrates. Briefly, the coefficients of biomass components, which describe a cell’s physiological requirement for that molecule, were allowed to vary between growth substrates and fitted such that the deviation of the metabolic flux ratio from gene expression ratios of DEG in those pathways were minimized (see Additional file 1: Section “**Additional Modeling Methods and Results**” for a full description of the model; fitted biomass coefficients can be seen in Fig. 7 and Additional file 1: Figure S15). Prior to this procedure, only flux changes in methanogenesis were correlated to expression data. After fitting the biomass coefficients flux ratios were more highly correlated to expression ratios and many more pathways carried different flux (Figs. 8, 9, 10 and Additional file 1: Figure S16). The results of this procedure are hypotheses about which pathways carry more or less flux when the organism is grown in one condition compared to another. For instance, when comparing MeOH and acetate growth we find that in general most pathways carry significantly more flux when growing MeOH (Fig. 8, blue lines). Those reactions that carry more flux under acetotrophic growth outside of methanogenesis are primarily involved with biosynthesis of several amino acids (Ile, Thr, Trp, Asn, Cys) and interconversion of alcohols and aldehydes (Fig. 8. red lines). The results comparing MeOH and TMA are more varied, especially with regards to ion and metal transport and carbohydrate metabolism (see Fig. 10 f). By examining these results we can ascribe the function each differentially expressed gene has in defining the metabolic phenotype. The results contrasting the three substrates are mapped onto the metabolic network in Fig. 10 b, d, and f. The largest effect is seen in acetate growth, where the majority of biosynthetic pathways carry less flux, especially those that generate amino acids and nucleotides as well as the cobalamine and coenzyme B pathways. Vitamin and cofactor metabolism show the majority of change compared to methanol. Decreased adenosylcobalamin and coenzyme F420 biosynthesis usage in acetate compared to methanol are associated with many differentially expressed genes (see previous section). Similarly, increased coenzyme F420 biosynthesis when growing on TMA compared to MeOH is associated with differentially expressed genes (*cbiCFHL*, *cobQ*). Our procedure correctly predicted the increase of coenzyme M in acetate grown cells compared with MeOH grown cells [81]; however, there are few studies that have examined biomass composition, and the validity of our predictions remains to be tested, especially from a quantitative perspective. The modeling results show how the DEG in this study effect metabolism connecting, for the first time, regulation to metabolic phenotype for this organism. A detailed analysis of flux changes and fitted biomass coefficients can be found in Additional file 1: Section “**Additional Modeling Methods and Results**”.

**Fig. 7:**
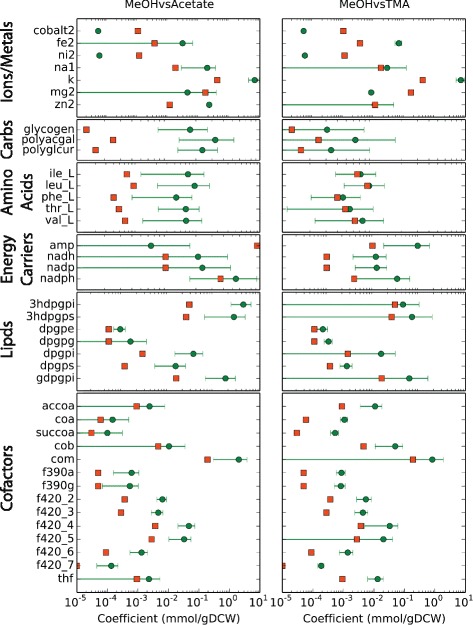
Fitted Biomass Coefficients. A comparison of fitted biomass coefficients. *Orange squares* indicate the coefficients for growth in MeOH while the *green circles* indicate the optimized biomass coefficients. *Large error bars* indicate that the coefficient can take on many values while still being optimal. Only metabolites with a significant shift comparing either MeOH to acetate or MeOH to TMA are included in the plot (all fitted biomass coefficients can be found in Additional file 1: Figure S15)

**Fig. 8:**
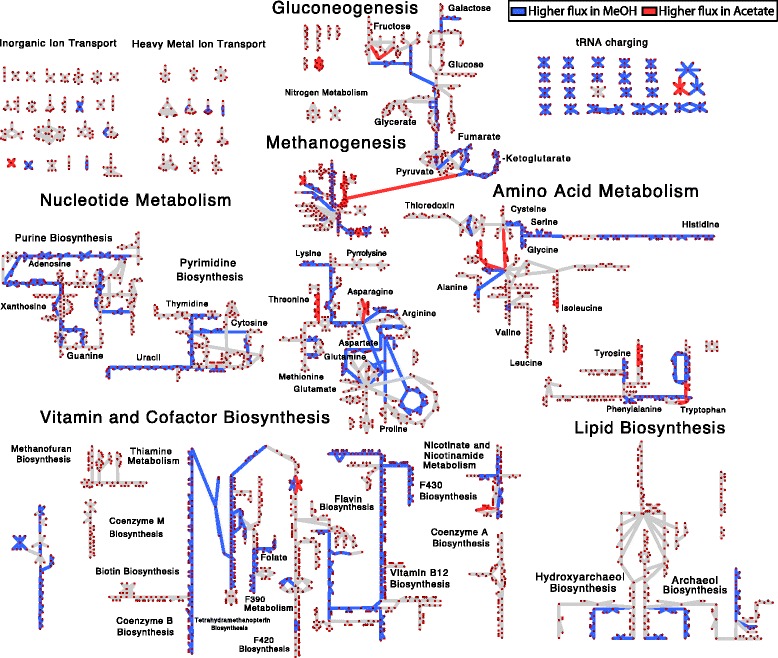
Metabolic Flux Differentces between MeOH and Acetate. Predicted changes in flux comparing growth on methanol to growth on acetate. Pathways that carry more flux (>2 fold change in flux) when grown on acetate are indicated by *red* while those that carry more flux when grown on methanol are indicated by *blue*. Unaffected pathways are shown as *grey lines*. Reaction and metabolite names can be seen by zooming into Additional file 1: Figures S19 and S20

**Fig. 9:**
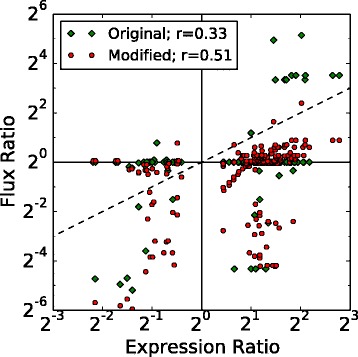
Metabolic Flux vs Gene Expression. Ratio of metabolic fluxes compared to ratio of gene expression for growth in different media. Each point represents a mapping between one reaction and one gene; therefore each reaction or gene may be represented by multiple points. If the same biomass requirements are used for the different growth substrates few of the reactions show any difference in flux (*green diamonds*) and there is weak correlation between expression and flux. The differences in fluxes that are observed are primarily due to genes encoding proteins that act in methanogenesis. By relaxing the assumption that biomass coefficient are constants across all growth substrates the model can be fit to improve the correlation between regulation and metabolism (*red circles*). After fitting, many additional pathways are predicted to carry different flux, as demonstrated by more points moving off the horizontal towards *y*=*x* (*dashed line*)

**Fig. 10:**
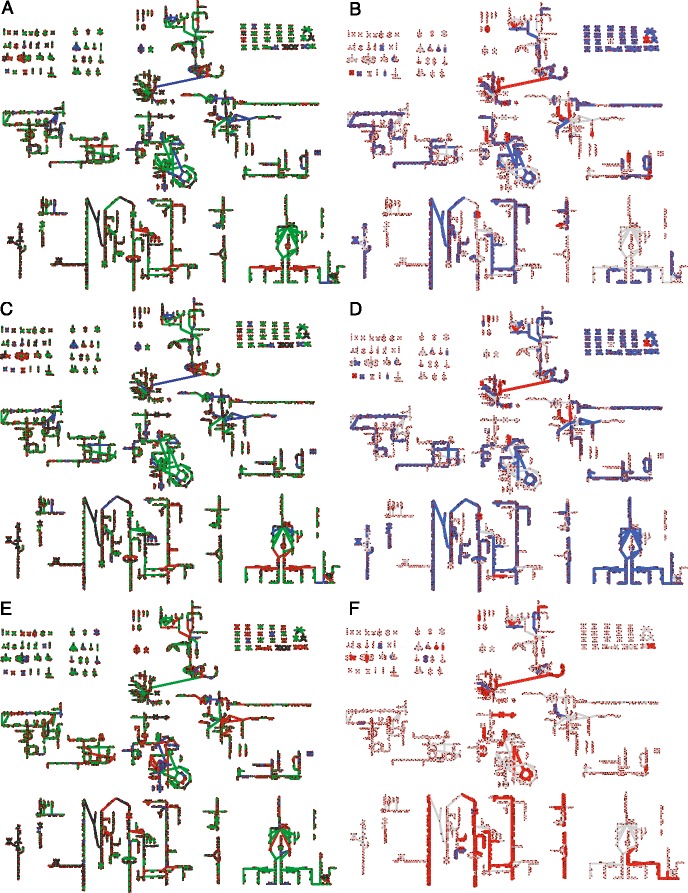
Control Coefficients and Fluxes contrasting all Substrates. Comparisons of control coefficients (**a**, **c**, **e**) to predicted metabolic fluxes (**b**, **d**, **f**). (**a**, **b**) MeOH vs Acetate, (**c**, **d**) TMA vs Acetate, (**e**, **f**) MeOH vs TMA. Control coefficients (**a**, **c**, **e**) indicate that reactions are transcriptionally controlled (*green*), degradationally controlled (*red*) or shared control (*blue*). Mappings of predicted metabolic fluxes indicate higher flux in the second substrate (*red*) versus lower flux in the second substrate (*blue*). Larger versions of (**a**, **b**) can be seen in Figs. 5 and 8. Larger versions of (**b**-**f**) can be seen in Additional file 1: Figures S19, S20, S21, and S22. The names for each reaction and metabolite can be seen by zooming into the the larger versions of the maps in the Additional file

### Conservation of differentially expressed genes

The similarity of mRNA degradation rates among related species grown under similar conditions—as evidenced by comparison of our results to the limited studies on *M. mazei* [66] and findings of other studies in other organisms [12, 14]—suggests that metabolic control points and regulatory modes identified in one organism could be inferred in the metabolism of similar organisms. From an evolutionary stand-point related organisms subjected to similar environments would likely retain regulatory controls that optimize their fitness. A simple analysis shows that most of the differentially expressed genes are conserved among the *Methanosarcinae* (as shown in Fig. 11, and Additional file 1: Figures S17 and S18). The amount of conservation drops off as one moves further away from *Methanosarcinae* and towards the simpler methanogens which lack significant metabolic capabilities that are found in the *Methanosarcinae*. This is clearly illustrated by the energy production (e.g. methanogenesis, electron transport) genes where the hydrogenotrophic methanogens lack significant portions of genes that are responsible for enabling the utilization of growth substrates beyond carbon dioxide. Despite the metabolic differences, a large fraction of all differentially expressed genes are still conserved across all the methanogens, especially those for translation. The problem that remains is to discover the structure and elements of the regulatory network and explore how they evolved.

**Fig. 11:**
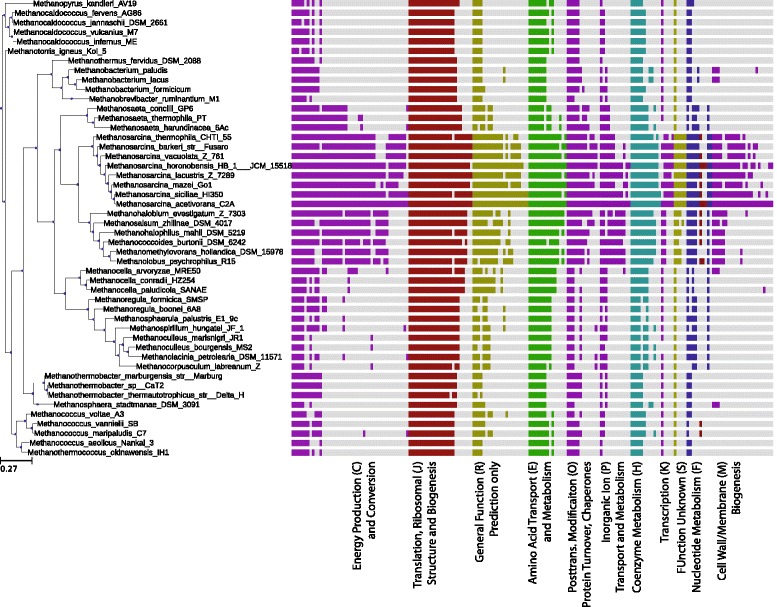
Phylogeny of Differentially Expressed Genes. Conservation of the genes that are differentially expressed between MeOH and acetate growth. Each *vertical bar* indicates that a homolog for the differentially expressed gene exists in the indicated species (computed as the bidirectional best hits functionality in the ITEP software [92] with an E-value cut-off of 10^−5^ for a database of ∼125000 proteins). Most differentially expressed genes are highly conserved among the *Methanosarcinales*; however a core set of genes are conserved across all methanogens

## Conclusion

In this study we have demonstrated that the carbon source regulates significantly more than just methanogenesis in *Methanosarcina acetivorans*, with genes all across the genome affected especially those involved in growth (e.g. transcription, translation) and metabolism (amino acid, nucleotide and vitamin biosynthesis). We found that while mRNA half-lives scale with doubling time, the effect was not uniform across functional classes, suggesting that the cell prioritizes certain capabilities at lower growth rates most likely to account for lower available energy. By combining the expression data with the half-life data we were able to identify genes that were likely targets of transcriptional regulation (e.g. transcription factors) or degradational regulation (e.g. sRNAs, RNases, riboswitches), providing testable hypotheses that can direct molecular studies of regulation within the organism. For example, we identified ∼32 putative regulators and their targets in *Methanosarcina acetivorans* and found that about 6 of the transcription factors and their targets were highly conserved across the order of *Methanosarcinales* and some were conserved across among all the methanogens. We hypothesized functions for those regulators, based on similarly conserved genes, which can be readily tested with molecular biology experiments.

We found that most differentially expressed genes were involved in metabolism and about half of them were under degradation control. This is the first study to find such a prominent effect of degradation control in metabolism. As the RNases are not differentially expressed, this suggests that *M. acetivorans* may make extensive use of sRNAs and riboswitches to fine-tune the degradation of mRNAs that encode metabolic proteins according to their environment. We tuned coefficients of the biomass reaction of our metabolic model to increase correlation between fluxes and expression data for each carbon source. By doing so we could determine how the metabolite demand along certain pathways varies with growth substrate. This procedure allows us to account for the differential expression of genes in those pathways. Altogether the half-life, differential expression, and correlated fluxes data allows us to build a richer picture of regulation than possible with transcriptome-only studies.

This work reveals many new features about regulation and metabolism in methanogens that inspired several hypotheses for further testing. Molecular genetic studies with corresponding transcriptomic information will be necessary to clarify the role of the differentially expressed transcription factors. Future bioinformatic and genetic studies will be required to confirm the presence and define the function of post-transcriptional regulators, especially any sRNAs. Additional proteomics data could confirm the changes in pathway fluxes that we predict for growth under various substrates. Such studies will allow the construction of a combined regulatory/metabolic network model that can predict how methanogens impact everything from the gut microbiome to the global carbon cycle.

## Methods

### Experimental

#### Strains, media, and growth conditions

*M. acetivorans* C2A strain (wild-type, WWM82 [82]) was grown in single cell morphology [83] at 37 °C in high-salt (HS) medium containing either 125 mM methanol, 50 mM TMA or 120 mM acetate [63, 84]. Handling and manipulation of all strains was carried out under strict anaerobic conditions in an anaerobic glove box, using sterile anaerobic media and stocks. Growth was quantified by measuring the optical density at 600 nm (OD_600_, Milton Roy Company Spectronic 21 spectrophotometer).

#### RNA isolation procedure

RNA was isolated as previously reported [85]. Briefly, *M. acetivorans* C2A wild type was adapted to grown, TMA or acetate for 33 generations. Cells were grow in batch cultures tubes. The total RNA was isolated from mid-exponential phase cultures (OD_600_ = 0.4 for MeOH/TMA, 0.2 for acetate growth cells) using TRIzole (Invitrogen, Carlsbad, CA) and the Zymo Direct-zol RNA MiniPrep kits (Zymo Research, Irvine, CA). Specifically, at mid-exponential phase 2 mL of culture were added to 2 mL TRIzole and 4 mL ethanol was added. Samples were processed with the Zymo Direct-zol RNA MiniPrep kit and RNA was eluted at 50 *muL*. The RNA samples were depleted of the 16s- and 23s-rRNA through hybridization to complementary biotinylated oligonucleotides and were subsequently removed with streptavidin-magnetic beads (modified from [86]). Samples were stored at −80^∘^ *C*. Total RNA concentration and integrity were assessed using a Nanodrop^®^ and Agilent BioAnalyzer, respectively. The A _260/280_ ratios measured by the BioAnalyzer were generally >2.0 and Nanodrop indicated between 200 and 800 ng/ *μ* *L* RNA obtained. Triplicate biological cultures were processed for each time-point. An additional two and five cultures were processed from mid-exponential phase for TMA and methanol, respectively.

#### RNA transcription inhibition

In order to estimate half-lives for RNA transcripts, a series of RNAseq experiments were performed at timepoints after halting transcription. Transcription was halted by addition of 1 mL of ∼ 80 *μ* *M* of actinomycin D to cultures growing in exponential phase (OD_600_ = 0.4 for MeOH/TMA, 0.2 for acetate growth cells). At 6 or 7 times after transcription was halted 2 mL of culture was withdrawn (5, 10, 20, 30, 60, 120, and 240 min). RNA was isolated as described above. All half-life experiments were performed with three biological replicates.

#### Sequencing

Construction of cDNA libraries and high-throughput sequencing of RNA were carried out by the Roy J. Carver Biotechnology Center at University of Illinois at Urbana-Champaign using an Illumina HiSeq2500. All sequence data generated in this report are available online in the GEO database (accession number GSE77738). See Additional file 1: Section “**Additional Methods and Materials**” and Table S1 for details. Additionally, three RNAseq datasets were taken from the GEO database accession GSE64349.

### Computational

#### Data quality control and normalization

Quality of the RNA reads in each experiment were assessed using the FastQC tool (http://www.bioinformatics.babraham.%20ac.uk/projects/fastqc/). Individual reads with systematic sequencer error (blocks of unassignable nucleotides, N) were removed, and then reads were trimmed. The adapter sequence was trimmed, constituting between 6 and 12 bases off the head or tail of the read. In some cases 2 bases were trimmed from the end of the read when the Sanger Phred quality score at that base had a score below 20. Trimmed reads were mapped to the reference genome (accession number NC_003552 [87]) using Rockhopper v2.0.2 [46]. The software was set to map single ended reads strand-specifically to the genome. Only the highest scoring mapping for each read was retained. A minimum seed of one-third the read’s length was used and the only reads mapping more than 85% of the bases exactly were kept. Resulting reads were considered for further analysis.

Mapped reads were further processed by normalization and averaging. Two normalization schemes will be considered: 1) reads are normalized per kilobase (gene length) then per one million reads (referred to as RPKM), and 2) reads are normalized per kilobase (gene length), then averaged across operons (see section “Operon regulation”) and finally normalized per one million reads (referred to as ORPKM). After normalization, the triplicate biological replicates were averaged for each O/RPKM and the standard deviation computed. These O/RPKM values were used for subsequent analyses (see Additional file 4 for combined data).

#### Life-time fitting and RNA stability estimation

For each distinct experimental growth condition RPKM values for genes were normalized so that the superoxide dismutase (*MA1574*, *sodB*), which has been characterized as having one of the longest known half-life in the archaeon *Sulfolobus solfataricus* [13], had a half-life of 2 hours to match that measured in *S. solfataricus*. The degradation of each gene was fit to a first-order decay reaction:

1 $$\begin{array}{@{}rcl@{}} R_{i} = R_{i,0}e^{-k_{i}t} \end{array} $$

using the Levenberg-Marquardt nonlinear least-squares method in SciPy [88]. Here *R*_*i*,0_ is taken to be the RPKM for the gene *i* at time 0 and *k*_*i*_ is the decay rate. The half-life *τ*_*i*_ is then calculated:

2 $$\begin{array}{@{}rcl@{}} \tau_{i} = \frac{ln(2)}{k_{i}} \end{array} $$

Standard fitting residuals were used to compute *p*-values for the fits as well as for statistical significance testing of half-lives between and within growth conditions. Genes with uncertainty in the fitting value *τ*_*i*_ of greater than 50% were omitted from subsequent analysis. These half-lives can be found in the Additional file 5.

RNA structural stability (folding energy) was estimated for each gene by folding the open-reading frame, as annotated in the genome NCBI genome NC_003552, using the RNAFold package [89] using both the Turner 2004 [90] and Andronescu 2007 parameters [91] leaving all other parameters as their default value.

#### Differential expression calling

Differentially expressed genes (DEG) were computed using three statistical models: edgeR v3.8.5 [34], PoissonSeq v1.1.2 [35], and DESeq2 v1.6.3 [36]. For all methods the default normalization provided by the packages was used in computing the DE statistics. A description of the workflow for each of the statistical models can be found in Additional file 1: Section “**Additional Methods and Materials**” and code to reproduce the results can be found in Additional file 6. Genes with a *p*-value ≤ 0.01 were considered to be differentially expressed. Differentially expressed genes can be found in the Additional file 7.

#### Operon regulation

Four sets of putative polycistronic operon structures for the genome of *M. acetivorans* were considered. One set was predicted by Rockhopper [46], and three sets were taken from the online databases: Microbes Online [44], ProOpDB [45], and DOOR2 [47]. Mapped reads were pooled across operons and differentially expressed analysis was performed (as computed in Section “**Differential expression calling**” and described in Section “**Differentially expressed genes**”).

#### Computing evolutionary conservation

The Integrated Toolkit for Exploration of Microbial Pan-genomes (ITEP) was used to compare conservation of differentially expressed genes [92]. ITEP was used to construct a database of ∼60 methanogens with published complete or nearly complete genomes. Default parameters were used to construct the database (E–value cutoff of 1.0 and 1 ×10^−5^ for nucleic acids and proteins, respectively; MCL clustering was run with the maxbit option with inflation and score cutoffs of 2.0 and 0.4, respectively). For each differentially expressed gene in *M. acetivorans*, the top scoring homolog in each other methanogen was identified, if one exists. These were ordered by degree of conservation and plotted on a phylogenetic tree that is rooted at *Methanopyrus kandleri* using the Python ETE Toolkit [93] (see Fig. 11 and Additional file 1: Figures S17 and S18).

#### Biomass coefficient fitting procedure

A new method was developed to integrate differential expression data with the metabolic model, as existing methods to integrate expression data into genome-scale metabolic networks have been shown to perform relatively poorly unless metabolomic data was also available and integrated [94]. We reasoned that since mRNA level and protein level generally have poor correlation—in our case, a Pearson *r*=0.63—that using expression data to make quantitative predictions would be problematic. Therefore, we devised a scheme designed to make qualitative predictions about changes in metabolic flux distributions and the metabolites that the pathways produce. The method takes a single growth substrate as the reference and then varies the biomass coefficients (the required moles of metabolite to create a new gram of dry cell mass) so that the ratio of fluxes between the two predictions matches the ratio of messenger expression for differentially expressed genes. The metabolite requirement in the new condition is then classified as being higher, lower or unchanged with respect to the reference growth substrate, suggesting targets for further experiment.

More specifically the method attempts to minimize an objective function; that is:

3 $$  min\left(\sum_{i=1}^{N_{DE}} \left(\sum_{r|i\in r} \left| \frac{v_{1,r}}{v_{2,r}} - \frac{m_{1,i}}{m_{2,i}} \right| \right)\right)  $$

for each biomass coefficient *b*_*j*_. In the equation *N*_*DE*_ is the number of differentially expressed genes, $\vec {m}_{c,n}$ is the expression level of gene *n* in growth condition *c*, $\vec {v}_{c,r}$ is the flux through reaction *r* that has a gene-protein-reaction rule that contains gene *i* in growth condition *c*. In order to do this, the the list of biomass coefficients is ordered randomly, and the new optimal biomass coefficient *b*_*j,opt*_ is found in order from the beginning to the end of the list. For each biomass coefficient, the uptake rate is varied such that the experimentally measured growth rate is achieved. This whole process is performed multiple times with permuted ordering for optimizing biomass coefficients and the final biomass coefficients are selected as the best for that round of optimization.

The average and standard deviation of these biomass coefficients are computed. If the original biomass coefficient is different from the range of newly sampled biomass coefficients (*p*<0.01, t-test) the biomass coefficient is considered significantly different. If the new coefficient is larger (smaller) it indicates that metabolite is required in higher (lower) amounts than in the reference condition. A large standard deviation indicated that many different selections for that biomass coefficient could give equally good scores (Eq. 3).

We used 96 random orderings of the 67 biomass coefficients found in Fig. 7 and Additional file 1: Figure S15. Nine were significantly different comparing TMA (reference condition) to acetate, 12 were significantly different comparing MeOH (reference condition) to acetate, and 16 were significantly different comparing MeOH (reference condition) to TMA.

## Additional files

Additional file 1 Suppementary Information. Methods, results, discussion, figures and tables supplemental to the main text.

Additional file 2 Metabolic Model and Maps. A zip file archive containing the *i*ST807 metabolic model in the SBML format, an Excel spreadsheet including descriptions of the metabolic model and the metabolic map in formats compatible with Cytoscape and Escher.

Additional file 3 Estimated RNA Counts Per Cell. Estimated count of each mRNA in an average methanol and acetate grown cell.

Additional file 4 Read Counts. Unnormalized and normalized reads mapped onto the *M. acetivorans* reference genome.

Additional file 5 Half-Lives. A table of half-lives measured for genes in *M. acetivorans*. Only genes with positive half-life and coefficients of variation in the fit <0.5 are included.

Additional file 6 Code. Code used to compute differentially expressed genes.

Additional file 7 Differentially Expressed Genes. Differntially expressed genes as called by edgeR, DESeq2 and PoissonSeq as well as the consensus set of all three methods. Includes fold change and p-values.

## Abbreviations

COG: Clusters of orthologous groups
DEG: Differentially expressed genes
GSEA: Gene set enrichment analysis
MeOH: Methanol
mRNA: Messenger RNA
ORF: Open reading frame
PCA: Principle component analysis
TBP: TATA binding protein
TCA: Tricaboxylic acid cycle
TMA: Trimethylamine
tRNA: Transfer RNA
sRNA: Small RNA

How the deposited data were processed for this re-analysis (not part of the article)

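RNA of Methanosarcina acetivorans grown on methanol (MeOH), trimethylamine (TMA) or acetate was sequenced before and after transcription was stopped with actinomycin D. The 61 libraries are 21 of MeOH, 18 of TMA and 18 of acetate from the time courses, and 2 each of additional MeOH and TMA cultures without arrest. The 2 additional TMA libraries were counted as 1 sample. The labels name the strain WWM604 for all libraries, and the paper's methods name WWM82. Libraries were assigned to substrates and times from the sample labels. The TMA libraries carry no replicate numbers of their own.

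The authors mapped the reads to each strand with Rockhopper. They deposited a table of 4613 loci (4609 after loci given on 2 lines were joined) with a coverage signal per gene, an RPKM score and an upper-quartile score. The coverage signal is named as raw counts, but it is the sum of aligned bases: values under 1000 are most often 100 (21 times) or 200 (15 times), and any other value occurs at most 7 times. The RPKM score and the upper-quartile score were rounded by the authors to whole numbers. The gene length implied by both tables was 1.01 times the RefSeq length in the median of 4012 genes. The authors deposited half-lives in minutes with the ratio of their error to the half-life, log2 fold changes from edgeR, DESeq2 and PoissonSeq, and the p-values of these tools. The submitters' processing notes name edgeR 3.8.5. The authors' p-values were used only to count calls and overlaps.

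The design fixed for the expression tests was written for read counts. As the values are aligned bases, the tests that need counts were not run, and limma 3.58.1 in R 4.3.3 was used with log2(scaled bases + 100) and a trend of the variance with the level. Scaling was by TMM without weights, trimming 30% of the ratios and 5% of the levels at each end. Genes needed 1000 scaled bases in at least 3 libraries, which all 4609 reached. Groups were substrate by sample set, and calls were made at an adjusted p under 0.05 (Benjamini-Hochberg). COG classes of at least 10 genes and lists of at least 3 genes were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. The folds of lists are medians over their genes, with the SD over 3 libraries.

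Half-lives were fitted in Python 3.11.15 with SciPy 1.17.1, NumPy 2.4.6 and pandas 2.3.3. First-order decay was fitted to the RPKM score with sodB (MA1574) held at 120 min, and genes with a coefficient of variation of the rate under 0.5 were kept. The spread of the means comes from 60 resamplings of the libraries. Differences of decay were tested with limma on the slopes of log2 values over time, with each library taken as independent although the paper withdrew the samples of a time course from the same cultures. The sodB slope of each substrate was taken as known, so its error enters no p-value or SE of the slopes. Control coefficients were computed from the fold changes and half-lives with the minus sign that the paper's results give to the degradational coefficient. Its discussion writes the coefficient without that sign, which was run as an alternative.

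At 0 min, reads outside the rRNA loci had medians of 1.74 M in MeOH, 7.70 M in TMA and 12.3 M in acetate, and over all times of the time courses 2.56 M, 7.69 M and 14.1 M. On simulated data with known changes, 2-fold changes were recovered for 65% of genes between MeOH and acetate, 73% between MeOH and TMA and 64% between TMA and acetate, and 4-fold changes for 92%, 96% and 88%.

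The genes named in the text are those the paper names, the 10 largest rises and 10 largest falls per expression comparison among genes that passed and separated all libraries, the 5 largest half-life changes each way per decay comparison, and within a list up to 4 members with the smallest adjusted p and members that go against the rest. MAt4718 and others outside this rule were chosen after their values were seen. Alternatives included other scalings, filters, references for decay, designs, thresholds and each library left out in turn. Folding energies were not analysed here, as no genome sequence was used, and neither were 3 MeOH libraries of another study.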

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

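The tests of the sodB reference and both tests of the MA3494 to MA3503 locus were chosen only after the result was seen, and the others before.

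The change between MeOH and TMA differed between the time course and the additional cultures for 2056 genes (767 higher and 1289 lower, adjusted p under 0.05 from limma's interaction term). The additional TMA group is 1 sample, so this rests on the assumption that it varies like the others. The paper's scripts mark 2 of the 5 TMA libraries as made with another library kit without naming them, so the kit could not be entered as a term. The paper's methods deplete rRNA by hybridization and give no share for what was left. The rRNA loci took a median of 70.36% of aligned bases in MeOH, 68.95% in TMA and 37.89% in acetate.

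The first pattern is the longer half-lives in acetate. The sodB reference may carry it: the rates it adds make up 1.354 of the difference in median rate between MeOH and acetate. Without it that difference is reversed (-0.00207 per min in MeOH and -2.16e-04 in acetate). Between TMA and acetate the share is 0.348 in these half-life fits. On slopes, the median rate difference was 0.1497 per hour for MeOH minus acetate and 0.17 for TMA minus acetate with the reference. Without it these were -0.0114 and 0.0038, and 0 genes passed in either. An even background would tie half-life to level, and the rank correlation of -0.236 in acetate leaves this open, as it cannot be told apart from a real relation with level. Decay that follows the level alone stays open. With genes matched on level, a share of 1 of the classes L, P and X still passed between MeOH and acetate. These calls did not hold with an estimated correlation (camera adjusted p = 0.849), and on shared times 0 classes passed, so they cannot decide it. Between MeOH and TMA 3 of 7 classes still passed (a share of 0.429) and between TMA and acetate 4 of 10 (a share of 0.4). Growth rate as a biological explanation stays open and was not tested.

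The second pattern is the higher level of ribosomal protein genes on both methylated substrates. An even background that compresses abundant genes in the acetate libraries would move any list of the same level as much, and random lists of ribosomal size and level had a median log2 fold change of 1.82 in TMA over acetate. The ribosomal protein genes, at 2.91, lie at percentile 100 of 10000 such lists, so they rose more than other genes of their level. The random lists are drawn gene by gene, so a list whose genes move together reaches extreme percentiles more easily. In TMA over acetate the ATP synthase genes lay at percentile 0, Mtr at 0.27 and Fpo at 100. The percentile therefore cannot decide whether background is the cause. Library composition stays open, since the rRNA share also differs between the substrates. Growth rate is a candidate explanation that was not tested.

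The third pattern is the locus MA3494 to MA3503, of which 9 genes were measured. Their coverage was at most 0.092% of that of 8 neighbouring genes in all 18 TMA time-course libraries, which is what missing sequence in those cells would give. It was 63.1% to 87.0% in acetate, and 8.90% to 16.5% in MeOH replicate 3 against at most 0.619% in replicates 1 and 2. The substrate alone is argued against, because the additional MeOH and TMA cultures had at least 82.25%. A strain variant without this sequence in part of the cultures is therefore a hypothesis, found and tested on the same data, and the labels name the strain WWM604 for all 61 libraries where the paper's methods name WWM82.

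For expression, the 10 splits of 3 against 3 libraries are too few for a share under 0.05. The real values and the highest of the other splits were 720 and 0 genes between MeOH and acetate, 21 and 0 between MeOH and TMA, and 968 and 0 between TMA and acetate, with 1 split as large in each. For COG classes they were 5 and 7 (4 splits as large), 2 and 8 (9 as large) and 11 and 12 (3 as large), and for gene lists 25 and 15 (1 as large), 24 and 23 (1 as large) and 23 and 23 (2 as large).

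For decay the regroupings kept the shared times. The mean level of each gene was first made equal between the substrates compared, so the real count can differ slightly from that of the plain fit on shared times. Among 100 regroupings of the time courses on shared times the real one called 1 gene between MeOH and acetate (highest other 2813, 40 as large), 1762 between MeOH and TMA (3155, 17 as large) and 2900 between TMA and acetate (3278, 8 as large), and for COG classes 0 (12, 100 as large), 9 (11, 22 as large) and 9 (10, 25 as large). Chance cannot be excluded for any of them. The sodB slope was estimated anew in each regrouping and shifts all genes together. Regroupings that call many more genes than the real one therefore cannot tell an effect of this reference from a structure of the samples.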

How the results depend on the processing

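Chosen after seeing the data were limma in place of the count tests, other pseudocounts, background subtraction, the rRNA loci left out, the near-identical libraries counted apart, unrounded coverage, the fits of MeOH and acetate alone, the coefficient without its minus sign, and the half-lives and consensus genes of the authors' deposited tables for the called genes. Of the named genes, 1812 results kept their side of the threshold, 126 lost the threshold and 20 gained it. Among results that passed in the main or the alternative setting 0 reversed direction. The direction of results that passed in neither was not compared. Of the other results 135 stayed, 98 moved and 4 reversed, and the cause was not tested. The alternatives that need read counts (edgeR and DESeq2, the exact test included) were not run. At these depths simulated 2-fold changes were recovered for 64% to 73% of genes.

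Differentially expressed genes between MeOH and acetate were 206 with additive terms, 270 with libraries pooled and 273 to 798 with a library left out. For MeOH and TMA they were 88 at an unadjusted p of 0.01, 2857 in the additional cultures and 16 to 44 with a library left out. Between TMA and acetate they were 1826 with upper-quartile factors and 499 to 1183 with a library left out. With an estimated correlation 0 COG classes and 0 lists passed in all 3 comparisons, for expression and for decay, and fry called 4 lists between MeOH and TMA. Same-numbered MeOH and acetate libraries deviated with r of 0.094, -0.093 and -0.115, so the numbers do not pair them. The replicate block gave 598 differentially expressed genes against 696 without it.

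The genes with a different decay rate, methanol vs acetate, were 0 without sodB, 1 on shared times, 197 at an unadjusted p of 0.01, 10 without rRNA loci, 19 with background subtracted, 1968 by t-test on the authors' deposited half-lives, 21 in these time courses alone, 78 with the replicate block, 170 with the culture as a block and 0 to 763 with a library left out. The genes with a different decay rate, methanol vs TMA, were 1760 on shared times, 111 at p of 0.01, 6 with background subtracted, 1403 by t-test and 0 to 61 with a library left out. The genes with a different decay rate, TMA vs acetate, were 0 without sodB, 649 with background subtracted and 3 to 2923 with a library left out. Genes without a shift were 4477 without sodB, 1060 by t-test and 1857 to 4151 with a library left out. Longer half-lives in acetate were found for 0 genes without sodB, 280 on shared times, 56 with background subtracted, 1382 by t-test and 3 to 751 with a library left out, and shorter ones for 73 by t-test.

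The mean half-life in MeOH was 176 min without sodB, 71.9 with the upper-quartile table, 80.7 with an intercept, 90.3 with a log line, 52.1 at a coefficient of variation under 0.25 and 77.0 without that filter. In TMA it was 241.5 without sodB, 65.8 with the ribosomal reference and 93.9 with a log line. In acetate it was 358, 122, 168, 123 (intercept) and 116 min (log line), 103 min at a coefficient under 0.25, and 120.5 to 146.0 min with a library left out. The correlation of half-lives was 0.0904 without sodB and -0.176 in the authors' deposited table (reversed) between MeOH and acetate, 0.199, -0.182 with a log line (reversed) and 0.335 in the authors' deposited table between MeOH and TMA, and -0.163 with a log line and -0.160 in the authors' deposited table (both reversed) between TMA and acetate.

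The degradational share between MeOH and acetate was 47.9% with deposited half-lives, 16.9% without sodB, 1.17% in called genes, 12.3% in model genes, 15.3% with the deposited edgeR folds of the authors and 49.4% without the minus sign. The shares for MeOH and TMA were 23.7%, 27.5%, 0%, 20.0%, 0.394% and 30.9%, and between TMA and acetate 53.8%, 12.5%, 13.9%, 24.9%, 12.1% and 28.7%. Over all consensus genes of the authors' deposited tables with half-lives (171 and 577), in place of called model genes, it was 13.4% between MeOH and acetate and 7.45% between TMA and acetate.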

Differences from the paper's values

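Alternatives were set before the data were examined unless said otherwise. The paper's counts of called genes are at p of 0.01 in 3 tools, and those here at an adjusted p under 0.05 from limma. A value is taken to differ from the paper's when it is more than 1.5 times as large or as small and the gap exceeds the larger error, a correlation when the gap exceeds its error, and a bound when the size of the value exceeds it by more than its error.

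Genes with a half-life in MeOH were 4486 in the paper and 2276 here. With sodB at each time point (4498), the upper-quartile table (4433), a log line (4128) or no filter on the error (4576) the value comes within the paper's, and with the other 8 alternatives it does not. The paper puts the size of the correlation of half-lives below 0.15, and here it was 0.349 between MeOH and acetate, within the bound only without sodB (0.0904). In the authors' deposited table it was -0.176, beyond the bound by less than the error, and the other 2 alternatives differ. It was 0.547 between MeOH and TMA, with 0.199 without sodB and -0.182 with a log line beyond the bound by less than the error, the other 2 differing. Between TMA and acetate 0.246 is also above the bound, by less than the error, and none of the 4 alternatives lies within it. For genes shifted against acetate, taken here from a t-test on the authors' deposited half-lives, the paper's r is 0.43 and that here 0.581, and the 1 alternative, the authors' deposited table at 0.283, differs too.

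The paper's 1339 genes without a shift compare with 2542 here, and come close on shared times (1965), without acetate replicate 3 (1857) and by t-test on the authors' deposited half-lives (1060), not in the other 7. The paper's 1153 longer and 81 shorter half-lives in acetate compare with 126 and 0, and only the t-test (1382 and 73) of 10 alternatives comes near. The paper's bound of 0.09 on the size of the correlation with gene length compares with 0.115 in acetate, and the 1 alternative, 0.097 in the authors' deposited table, is above the bound by less than the error. In TMA it was -0.105 here, beyond the bound by less than the error, and -0.109 in the authors' deposited table, which differs.

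Differentially expressed genes were 201 in the paper (error 50) and 720 here between MeOH and acetate, closer with additive terms (206), pooled libraries (270) or without acetate replicate 3 (273), not in the other 11. For MeOH and TMA they were 211 (error 62) and 21, and 0 of 14 alternatives closed the gap. Between TMA and acetate they were 645 (error 162) and 968, just past 1.5 times the paper's, and 9 of 13 alternatives do not differ. Of these, additive terms (743) and the fits without acetate replicate 1 (506), acetate replicate 3 (505), LK31 (640) and LK37 (499) lie within the paper's error, while pooled libraries (811), 0 min only (893), p of 0.01 (949) and tRNA genes left out (957) lie outside it and within 1.5 times. Leaving out the rRNA loci (966), chosen after seeing the values, lies there too, 2 genes from the value called different. Model genes were 126 in the paper and 244 here between MeOH and acetate, closer with additive terms (84), pooled (116) or without acetate replicate 1 (127), acetate replicate 3 (117), methanol replicate 2 (161) or methanol replicate 3 (151), not in the other 6. For MeOH and TMA they were 112 and 15, with 0 of 12. The paper's table marks its 126 and 112 with a footnote about operons, and they are read here as its counts of model genes. The paper gives 2839 and 2762 genes for edgeR of the authors between MeOH and TMA and between TMA and acetate, where the authors' deposited table holds 1008 and 1136, and 1955 for PoissonSeq of the authors between TMA and acetate, where it holds 646.

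The degradational share between TMA and acetate was 28.2% in the paper and 51.8% here. In model genes alone it was 24.9%, and the other 4 alternatives differ. Without the minus sign of the coefficient, chosen after seeing the values, it was 28.7%. For called metabolic genes the paper gives 48.3%, 59.7% and 49.6%, and the values here were 0%, 0% and 2.77%. The classes of the paper's Table 3 sum to 201, 211 and 645 genes, all of its consensus genes, whereas the values here are over 211, 3 and 325 genes of the model. Over all called genes they were 1.17%, 0% and 13.9%. No alternative was set, and the half-lives and consensus genes of the authors' deposited tables, chosen after seeing the data, gave 13.4%, 0.493% and 7.45% over 171, 203 and 577 genes in and outside the model, which differ too. Without the minus sign of the coefficient these consensus genes gave 14.6%, 15.8% and 13.3%.

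The paper's ribosomal fold of 8, given for methylotrophic growth, compares with 7.51 in TMA, which does not differ, and with 4.49 in MeOH, where 5.35 without methanol replicate 1 and 5.81 without acetate replicate 2 do not differ and the other 10 alternatives do. The paper's highest tRNA fold of 42 compares with 14.4 in MeOH and 12.6 in TMA, with 0 of 11 alternatives each, and background subtraction, chosen after seeing the values, gave 34.8 in TMA. The paper's cobalamin folds of 2.5 and 3.5 compare with 1.22 (0 of 12), the median of 21 listed genes, while cbiC (MA4258), cbiH (MA4259), cbiF (MA4261) and cbiL (MA4262), which it names, were 1.72, 1.87, 1.93 and 2.11-fold higher in TMA, within 1.5 times of 2.5 but not of 3.5, and none passed. Its biotin fold of 4 compares with 1.04 over MeOH and 1.41 over acetate (0 of 12), medians of 6 listed genes. The paper names bioB, and MA0154, which carries that name, was 2.79-fold higher in TMA than in MeOH and 2.72-fold higher than in acetate. These lie within 1.5 times of 4, but the metabolic model names MA0154 pylB, so they may not be folds of a biotin gene. The second principal component was 10% in the paper and 16.8% here, and 14.1% at 0 min only does not differ. Replicates had r of 0.99 in the paper and a lowest r of 0.518, 0.861 and 0.889 here, with no alternative set. The highest share of energy genes was 18% in the paper and 28.6% here (0 of 6; 26.7% with the near-identical libraries counted as 2, chosen after seeing the data), and the lowest of translation 3% and 0% (4% with additive terms, not in the other 5).

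The paper states that no RNase differed, while 8 were higher and 1 lower in MeOH than in acetate here. It states that MA2055 and mreA were higher in acetate, and neither passed here, though MA3302 passed with upper-quartile scaling. It reports tbp3 higher in methylotrophic growth, and tbp3 (MA0278) had log2 fold changes of -0.06 in MeOH and -0.41 in TMA. It reports threonine tRNAs higher in methylamine growth, while 0 of 3 passed in TMA and 1 in MeOH. It states that the hdrABC homologs differ between substrates, while 0 of 7 passed between MeOH and acetate and 1, hdrC (MA3127), in TMA over acetate.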

Other observations

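The tests of the locus were chosen after the result was seen.

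Of 24 chaperone genes, which fold proteins, 12 were higher and 1 lower in MeOH than in acetate (16 and 1 when adjusted over the list alone), and 15 were higher and 1 lower in TMA (18 and 1 when adjusted over the list alone). Camera gave the list an adjusted p of 1.29e-04 in MeOH and 8.64e-06 in TMA, and adjusted p = 0.399 and 0.378 with an estimated correlation. The nucleotide exchange factor grpE (MA1477) had a log2 fold change of 3.09 in MeOH (SE 0.31, adjusted p = 1.88e-04 from limma) and dnaK (MA1478) 2.79 (SE 0.40, adjusted p = 0.00151). Of 10 genes listed for the Mrp antiporter, 4 were lower in MeOH (6 when adjusted over the list alone) and 6 in TMA (7 when adjusted over the list alone, 3 without LK31), among them mrpF (MA4567; -1.41 in MeOH, SE 0.27, adjusted p = 0.00583). The 1 gene that was higher, in both, is fpoL (MA1504; 2.52 in TMA, SE 0.35, adjusted p = 6.47e-04), which also belongs to the F420H2 dehydrogenase list. Camera gave an adjusted p of 0.00387 for Mrp in MeOH, and adjusted p = 0.399 with an estimated correlation.

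Nitrogenase genes went both ways in MeOH over acetate, with 2 of 32 higher and 3 lower. The number higher was 0 without methanol replicate 2 or acetate replicate 1 or 3 and 1 without methanol replicate 3. The vanadium nitrogenase gene vnfN (MA1632) had -0.87 (SE 0.16, adjusted p = 0.00511) and nifH (MA1633) -1.08 (SE 0.22, adjusted p = 0.00778), while nifH (MA3627) had 0.94 (adjusted p = 0.0209). Of 153 transposase genes 4 were lower and 0 higher in MeOH.

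Of 4609 loci, 8 had a median of 0 bases over the TMA time course and a median above 0 in acetate, and all 8 lie in MA3494 to MA3503, which the main text of the paper does not name.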
